# Transcriptomic Analysis Revealed an Important Role of Peroxisome-Proliferator-Activated Receptor Alpha Signaling in Src Homology Region 2 Domain-Containing Phosphatase-1 Insufficiency Leading to the Development of Renal Ischemia-Reperfusion Injury

**DOI:** 10.3389/fmed.2022.847512

**Published:** 2022-05-10

**Authors:** Sijia Yan, Mingxing Sui, Hongzhe Tian, Jiazhao Fu, Yanfeng Li, Jing Chen, Li Zeng, Xianting Ding

**Keywords:** kidney transplantation, renal ischemia-reperfusion injury, SHP-1, PPARα signaling, bioinformatics

## Abstract

In kidney transplantation, the donor kidney inevitably undergoes ischemia-reperfusion injury (IRI). It is of great importance to study the pathogenesis of IRI and find effective measures to attenuate acute injury of renal tubules after ischemia-reperfusion. Our previous study found that Src homology region 2 domain-containing phosphatase-1 (SHP-1) insufficiency aggravates renal IRI. In this study, we systematically analyzed differences in the expression profiles of SHP-1 (encoded by *Ptpn6*)-insufficient mice and wild-type mice by RNA-seq. We found that a total of 161 genes showed at least a twofold change, with a false discovery rate <0.05 in Ptpn6 ^+/mev^ mice after IRI and 42 genes showing more than a fourfold change. Of the eight genes encoding proteins with immunoreceptor tyrosine-based inhibitory motifs (ITIMs) that bind to Ptpn6, three were upregulated, and five were downregulated. We found that for the differentially expressed genes (DEGs) with a fold change >2, the most significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were the cell division pathway and peroxisome-proliferator activated receptor PPARα signaling pathways. Furthermore, the downregulated genes of the PPARα signaling pathway were mainly related to fatty acid absorption and degradation. Using an agonist of the PPARα signaling pathway, fenofibrate, we found that renal IRI was significantly attenuated in Ptpn6 ^+/mev^ mice. In summary, our results show that insufficiency of SHP-1 inhibits the expression of genes in the PPARα signaling pathway, thereby leading to increased reactive oxygen species (ROS) and exacerbating the renal IRI. The PPARα signaling agonist fenofibrate partially attenuates renal IRI induced by SHP-1 insufficiency.

## Introduction

Kidney transplantation is the best alternative therapy for end-stage renal disease. Renal ischemia-reperfusion injury (IRI) refers to a combination of warm ischemic injury, cold preservation injury during procurement and preservation, and injury induced by vascular recanalization during transplantation. IRI is one of the key factors affecting the clinical outcomes of kidney transplantation and remains a major challenge of kidney transplantation (1). After renal IRI, large amounts of reactive oxygen species (ROS) are produced by activated vascular endothelial cells in the kidneys, which can damage cell membranes and mitochondria. Renal tubular epithelial cells (TECs), which form the main group of renal parenchymal cells, are more sensitive than other renal cells to ischemia and hypoxia. IRI can cause excessive inflammatory responses and apoptosis or necrosis of TECs. In addition, the sodium-potassium pumps in TECs become dysfunctional during IRI due to a lack of energy, which directly leads to necrosis and apoptosis of the TECs and exposure of the basement membrane.

Src homology region 2 domain-containing phosphatase-1 (SHP-1), encoded by the *Ptpn6* gene, is a member of the classical phosphatase family that mediates the dephosphorylation of tyrosine. SHP-1 is widely involved in various biological processes, including cell communication through adhesion junctions, signal transduction in the cytokine-receptor pathway, the natural immune response mediated by natural killer cells, and the adaptive immune response of the B/T lymphocyte-receptor signaling pathway (2–4). Previous studies have indicated that SHP-1 can regulate apoptosis, possibly by playing a proapoptotic role (5–7). SHP-1 can also negatively regulate the production of Toll-like receptors mediated proinflammatory factors by inhibiting the activation of the nuclear factor kappa-B and mitogen-activated protein kinase signaling pathways (8). Moreover, SHP-1 can upregulate the production of type I interferon by interacting with IRAK1 (8). It has been reported that ROS produced in the IRI process can inactivate some phosphatases of the protein tyrosine phosphatase (PTP) family via short oxidation, thus fine-tuning tyrosine phosphorylation-dependent signaling pathways (9, 10). Additionally, Krotz et al. found that inhibition of SHP-1 function can increase intracellular ROS concentrations by increasing or prolonging the activation of endogenous ROS release mechanisms (11).

However, the role of SHP-1 in renal IRI has not yet been fully investigated. In a previous study, we demonstrated that SHP-1 was expressed mostly in TECs, not in macrophages, in the kidney cortex. SHP-1 inhibited renal IRI by dephosphorylating ASK1 and suppressing apoptosis of TECs in *Ptpn6* ^+/mev^ mice after renal IRI (12). The goal of this research was to analyze the differentially expressed genes (DEGs) in mice with renal IRI to gain more insights into the potential role of SHP-1 in renal IRI and to determine the underlying mechanisms. Since homozygous mice rarely survive anesthesia and surgery when used as kidney IRI models, heterozygous mice with wild-type littermates by all indicators except SHP-1 expression (decreased SHP-1 expression in heterozygotes) were used in our studies (13).

## Materials and Methods

### Sample and Data Collection

*Ptpn6*^+/mev^ mice maintained on a C57BL/6 background were purchased from Jackson Laboratories. These mice exhibit a T-to-A mutation at a splice consensus site. We designed primers (Supplementary Table 1) containing the mutation site in the middle of the PCR amplicon to genotype wild-type (^+/+^), heterozygous (^+/mev^), and homozygous (^mev/mev^) mice with sequence maps. All animal experiments were undertaken following the National Institutes of Health’s Guide for the Care and Use of Laboratory Animals with the approval of the institutional research ethics committee of Navy Medical University, Shanghai, China.

A mouse renal IRI model was established with three 7-week-old *Ptpn6*^+/mev^ mice and three wild-type littermates. The steps for I/R model establishment are shown in Figure 1A, as described previously (14). Before surgery, the mice were anesthetized by intraperitoneal injection with 100 mg/kg pentobarbital sodium. Each mouse was placed on a temperature-controlled heating blanket and fitted with a rectal thermometer probe connected to a thermal feedback controller (RWD Life Science, China), and the rectal temperature was maintained at 37 ± 0.5°C. An abdominal midline incision was made, and then the right kidney of the mice was resected. The pedicle of the left kidney was clamped for 34 min with a non-traumatic vascular clamp before intraperitoneal injection of heparin (50 U/kg). During the clamping time, the abdominal midline incision was covered with a surgical dressing to keep the kidney warm and hydrated. The sham controls underwent similar procedures except for left kidney pedicle clamping. At 24 h post-IRI, the mice were sacrificed, and the left kidneys were removed for histologic and RNA analyses. For fenofibrate intervention, three mice were i.p. injected with 100 mg/kg/d fenofibrate (Sigma-Aldrich, Germany) and three mice were i.p. injected with corn oil (MedChemExpress, United States) from day 0 to day 20 before IRI surgery.

**FIGURE 1:**
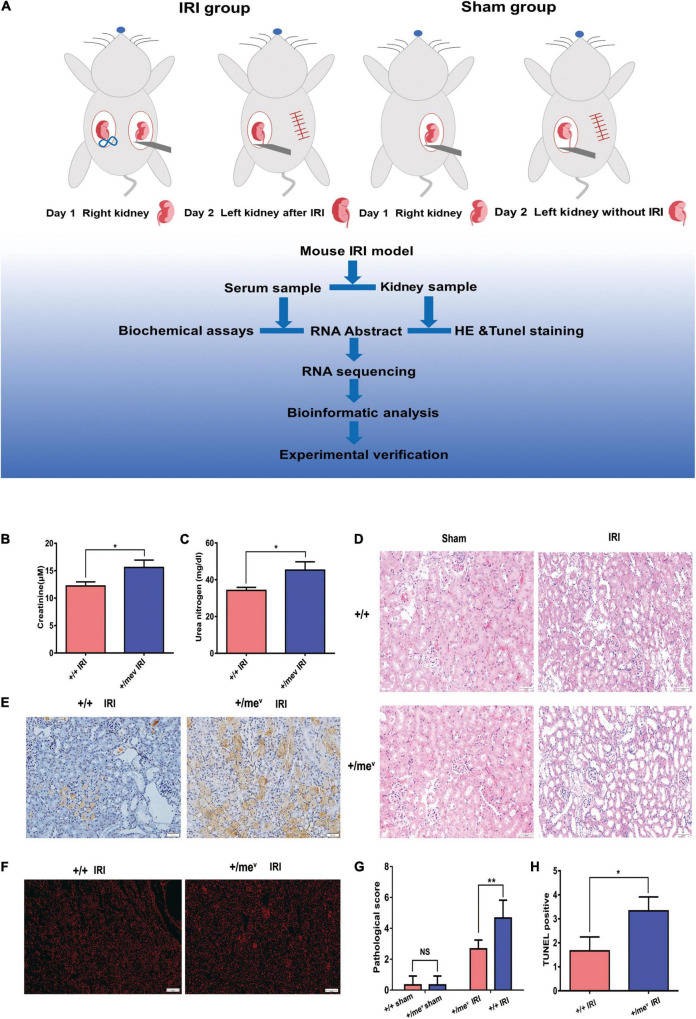
SHP-1 insufficiency *in vivo* aggravated renal IRI and increased apoptosis. **(A)** The steps involved in the establishment of the mouse renal IRI model and analysis process. Briefly, the control group and the heterozygous mice underwent unilateral nephrectomy. After right nephrectomy, the left kidney was clipped for 34 min, and 24 h later, the left kidney was removed for subsequent experiments. **(B)** Creatinine levels of wild-type and *Ptpn6*^+/mev^ mice after renal IRI (*n* = 3 in each group). **(C)** Blood urea nitrogen levels of wild-type and *Ptpn6* + ⁣/*^mev^* mice after renal IRI (*n* = 3 in each group). **(D)** H&E staining of wild-type and *Ptpn6*^+/mev^ mice after renal IRI; the quantitative results are shown. Scale bars = 50 μm. The pathological scoring is as follows: score 1, less than 10%; score 2, 10% to less than 25%; score 3, 25–75%; and score 4, more than 75% of cortex with tubular damage. **(E)** TUNEL in the wild-type and *Ptpn6*^+/mev^ mouse groups after renal I/R and their quantitative results. Scale bars = 50 μm. **(F)** Accumulation of ROS levels in the kidneys of ROS in the wild-type and *Ptpn6*^+/mev^ mouse groups after renal I/R. Scale bars = 50 μm. **(G,H)** Quantitative results of H&E staining and TUNEL staining. *p < 0.05 and **p < 0.01.

### Histomorphological Examination

Left renal kidney specimens were processed and sectioned as reported previously (15). Then, the sections were stained with hematoxylin-eosin (H and E) for histomorphological examination. A semiquantitative method was used to score the percentage of tubular damage according to the following metric: score 1, less than 10%; score 2, 10% to less than 25%; score 3, 25% to 75%; score 4, higher than 75% of cortex with tubular damage. At least three fields per section were analyzed by two different pathologists.

### Western Blot Analysis

For western blot analysis, proteins were extracted from mouse kidney tissues and processed according to a routine procedure. The antibodies used in this experiment were SHP-1 (E1U6R) rabbit monoclonal antibody and β-actin (13E5) rabbit monoclonal antibody (Cell Signaling Technology, United States), which were diluted as 1:1000. Images were obtained with a DM IL LED microscope (Leica Microsystems, Germany).

### Terminal Deoxynucleotidyl Transferase (TdT)-Mediated dUTP Nick-End Labeling Staining Assay

Apoptosis was confirmed with a terminal deoxynucleotidyl transferase (TdT)-mediated dUTP nick-end labeling (TUNEL) staining assay. TUNEL staining was conducted according to the kit manufacturer’s instructions (Beyotime, China).

### RNA Isolation and Deep Sequencing

Total RNA samples from the left kidney tissues were isolated with TRIzol reagent (Thermo Fisher Scientific, United States). An Agilent 2100 Bioanalyzer was used to characterize the quality of the *in vitro* RNA transcripts. The RNA integrity numbers (RINs) of all samples were greater than 8.0.

The poly-A-containing mRNA molecules were purified with poly-T oligo-attached magnetic beads using two rounds of purification. A SuperScript Double-Stranded cDNA Synthesis Kit (Thermo Fisher Scientific, United States) was used to synthesize the double-stranded cDNA. Further library preparation was performed using a TruSeq™ RNA Sample Preparation Kit (cat# FC-122-1001, Illumina, United States). The libraries were sequenced as 2 × 150 bp single reads using an Illumina HiSeq 2000 according to the manufacturer’s instructions. We removed adaptor, low-complexity, and low-quality sequences from the raw reads. The remaining clean reads were used for further analyses.

### Gene Expression Analysis

TopHat v2.1.0 was used with the default parameters to generate acceptable alignments for Cufflinks, which was used to align the RNA sequencing (RNA-seq) paired-end reads against the reference genome, Ensembl release 90 GRCm38.p5 (16). The expression of the annotated genes in the RNA-seq data was evaluated in fragments per kilobase million (FPKM) using Cufflinks. The following formula was used to calculate the FPKM value: FPKM = (number of mapped fragments) × 10^3^ × 10^6^/[(length of transcript) × (total number of fragments)]. Log transformation and zero-mean normalization were used to normalize the expression data for comparisons. The false discovery rate (FDR) of <0.05, after applying Benjamini-Hochberg correction, was chosen for determining significant DEGs.

An online analysis tool, the Protein ANalysis THrough Evolutionary Relationships (PANTHER) classification system, was used to annotate the DEGs into three major Gene Ontology (GO) domains: the molecular function, biological process, and cellular component domains (17). We also used the STRING system to analyze the most significantly (FDR < 0.005) enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in DEGs (18, 19). STRING is an online analysis tool that can provide customized protein-protein networks and functional characterization of user-uploaded gene/measurement sets. The results of enrichment analysis were presented after Bonferroni correction for multiple comparisons.

### Validation of Differentially Expressed Genes

Reverse Transcription-Polymerase Chain Reaction (RT-PCR) was carried out with a LightCycler^®^ 480 II real-time RT-PCR system (Roche, Switzerland). RNA samples from the kidneys of 3 knockdown mice and 3 wild-type littermates after renal IRI were used in reverse transcription reactions. cDNA was synthesized using an oligo-dT reverse primer and a PrimeScript™ RT reagent kit (Takara, Japan). The primers used for RT-PCR validation of genes are listed in Supplementary Table 1. The expression of the GAPDH housekeeping gene was used to normalize the data. Gene expression was quantified with the 2^–ΔΔCT^ method, and the results are expressed as fold change (FC) relative to the levels in the corresponding control samples (20).

### Reactive Oxygen Species Staining Assay

Detection of ROS was performed on frozen sections using dihydroethidium (D7008, Sigma-Aldrich, United States) which was diluted as 1:500 for 30 min at 37°C in a dark incubator. DAPI (4′, 6-diamidino-2-phenylindole, Beyotime, China) was added after the slides were dry and incubated for 10 min in the dark at room temperature. Slides were washed three times for 5 min each in phosphate buffered saline (pH 7.4) on a shaker. After the plate was blocked with an antifade mounting medium (Servicebio, China), the images were observed and acquired under a fluorescence microscope.

### Statistics

GraphPad Prism 8.0 (GraphPad Software Inc., United States) was used to perform statistical analyses. All data are presented as the mean ± standard deviation. We performed Student’s unpaired *t*-tests for comparisons between two groups. All experiments were repeated more than three times. *P* < 0.05 was considered statistically significant.

## Results

### Development of Renal Renal Ischemia-Reperfusion Injury in Ptpn6 ^+/mev^ Mice

First, we validated the mutation and protein expression of SHP-1 in *Ptpn6*^+/mev^ mice by Sanger sequencing and western blotting, respectively (Supplementary Figures 1A–C). According to the process shown in Figure 1A, we then established IRI models in the wild-type ^+/+^ and *Ptpn6*^+/mev^ groups and performed RNA sequencing and data analysis. Mice in the *Ptpn6*^+/mev^ group exhibited more severe injury than those in the wild-type^+/+^ group, with higher serum creatinine (CR) and urea nitrogen (BUN) levels (Figures 1B,C). H and E staining revealed that tubular injury was significantly worse in the *Ptpn6*^+/mev^ group than in the wild-type group (Figure 1D). The TUNEL-positive areas of the kidneys were more intensely stained in *Ptpn6*^+/mev^ mice than in wild-type mice, and the positive areas were larger (Figure 1E). Quantitative results of H&E staining and TUNEL staining were also shown in Figures 1G–H. ROS staining results showed that *Ptpn6* ^+/mev^ mice produced more ROS than wild-type mice after IRI (Figure 1F). This finding suggests that the increased apoptosis of TECs in mice with SHP-1 deficiency contributes to renal IRI. Together, these results indicate that SHP-1 might be involved in apoptosis regulation and may exert a protective effect against renal IRI.

### Differentially Expressed Genes in Kidney Samples From Mice After Renal Ischemia-Reperfusion Injury

We extracted RNA from the kidneys of three C57BL/6J-*Ptpn6*^+/mev^ mice and three C57BL/6J control mice after renal IRI. Samples from individual mice were sequenced for bioinformatics analysis. The ischemia/reperfusion time was fixed at 34 min/24 h. 

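Kidney RNA came from 3 *Ptpn6* +/mev mice and 3 wild-type mice, each 7 weeks old and killed 24 h after 34 min of ischemia, with 1 library per mouse. *Ptpn6* +/mev mice carry 1 copy of the viable motheaten allele of *Ptpn6*, the gene for the phosphatase SHP-1. The libraries were made from poly-A mRNA and sequenced as read pairs. The authors aligned the reads to GRCm38 with TopHat, evaluated expression with Cufflinks, and deposited an estimated count and an FPKM value (fragments scaled to the length of the transcript and to the total number of fragments) for each of 21367 genes in each mouse. The counts summed to 10271590, 10359792 and 10760551 in *Ptpn6* +/mev replicates 1 to 3, and to 10788317, 10979726 and 12361745 in wild-type replicates 1 to 3. Fractional counts, which can arise where a read is shared between similar genes, occurred in 1744 genes, and all counts were rounded to whole numbers before testing.
For differential expression, counts were normalized with edgeR's TMM method, and 13036 genes passed edgeR's filter on low counts. The groups were compared with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method, which gives the FDR. For these genes the paper's text names the FDR threshold and the adjustment but no test. Each library was counted as 1 mouse, as the numbered sample labels give it. Libraries of the same group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom between 6.49 and 45.4. Levels are given as FPKM, and positions are those of the GENCODE M21 annotation of GRCm38.
*Ptpn6* lies on chromosome 6 from 124720707 to 124738714. Its FPKM was 11.85, 14.7 and 13.6 in *Ptpn6* +/mev replicates 1 to 3 and 17.5, 10.9 and 15.4 in wild-type replicates 1 to 3. The means of 13.4 ± 1.42 (SD, n = 3) and 14.6 ± 3.38 (SD, n = 3) were closer to each other than the spread between mice. The log2 fold change was -0.19 (standard error 0.17, adjusted p = 0.715 from edgeR's quasi-likelihood test). Across the 6 fits that each left out 1 library it ranged from -0.33 to -0.05. The paper places the mutation at a splice consensus site, so reads counted over the whole gene need not fall. SHP-1 protein, which the paper examined by western blot and describes as decreased in heterozygous mice, was not measured in these libraries.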

After removing reads that could be mapped to ribosomes, a total of 152.67 million mRNA sequencing (mRNA-seq) reads were obtained. An average of 23.9 million reads of mRNA-seq data were generated per mRNA sample with a read length of 150 bp (paired-end reads) and an expected insertion size of 200 bp. The alignment rate against the reference genome (see section “Materials and Methods”) ranged from 94.07% (sample WT-3) to 92.00% (sample WT-2), with average mapping rates of 93.30 and 93.72% for the control and *Ptpn6*^+/mev^ samples, respectively (Supplementary Table 2).

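The paper's Supplementary Table 2 lists between 23754334 and 28534464 reads per library. The deposited counts came to 86.0%, 87.2% and 86.2% of the read pairs in *Ptpn6* +/mev replicates 1 to 3, and to 86.8%, 82.4% and 86.6% in wild-type replicates 1 to 3. The tests here used the deposited counts, or in some alternatives the deposited FPKM values, and not the reads. A count was present for 16529 genes in at least 1 library and for 14038 genes in every library, and the number per library ranged from 15168 to 15283. Wild-type replicate 2 had the lowest share of read pairs counted on genes and the paper's lowest mapping rate. Its 10 most abundant genes took 12.6% of its counts, against 9.21% to 10.9% in the other libraries. Its TMM factor was 0.929, while those of the other 5 libraries lay between 0.994 and 1.03.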

As presented in the principal component analysis (PCA) plot, after IRI, the kidneys of three *Ptpn6* ^+/mev^ mice and control mice showed differences in overall gene expression (Figure 2A). 

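Principal components were computed from the log2 CPM, the counts scaled to the size of the library, of the 13036 tested genes, with a prior count of 2. PC1 held 46.2% of the variance, PC2 23.6% and PC3 13.9%. On PC1 wild-type replicate 2 lay at 53.9, and the other 5 libraries lay between -17.5 and -3.76. On PC2 wild-type replicates 1 and 3 lay at 26.9 and 19.1, while the *Ptpn6* +/mev libraries lay between -22.1 and -6.08 and wild-type replicate 2 at -3.96. Of the total squared distance between libraries, 29.6% lay between the groups. None of the other 9 splits of the 6 libraries into 3 and 3 gave as large a share (exact permutation test, one-sided, p = 0.1, the smallest p that 3 mice against 3 allow). Leaving out wild-type replicate 2 moved this share most, to 41.9%. With *Ptpn6* +/mev replicate 1, 2 or 3 left out, 3, 2 and 3 of the 10 splits of the remaining 5 libraries gave a share at least as large as the real one, which is included.

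**Figure D1:**
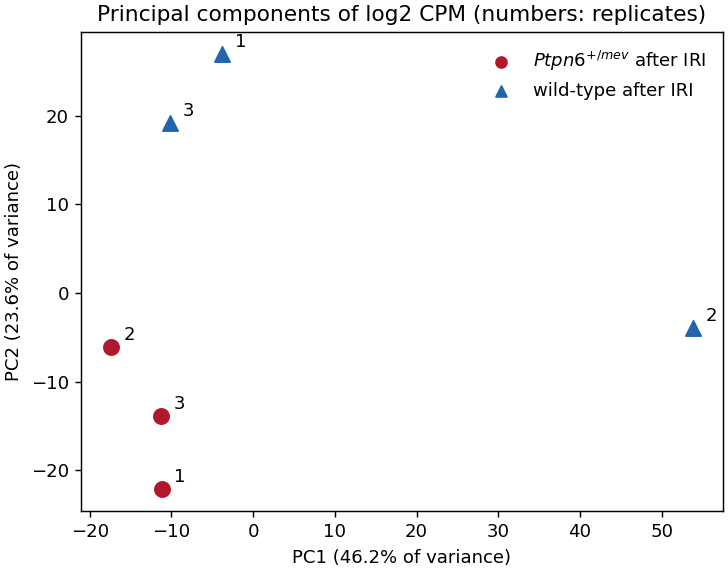
PC1 (46.2% of the variance) on the x axis and PC2 (23.6%) on the y axis for the 6 libraries, with *Ptpn6* +/mev mice as red circles and wild-type mice as blue triangles, numbered by replicate. Along PC2 wild-type replicates 1 and 3 lie apart from the *Ptpn6* +/mev mice, while wild-type replicate 2 lies close to *Ptpn6* +/mev replicate 2. Along PC1 wild-type replicate 2 stands apart from the other libraries.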

A total of 336 genes were differentially expressed in the kidney samples (FDR < 0.05). 

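At an FDR under 0.05, edgeR's quasi-likelihood test called 18 of the 13036 tested genes as DEGs, and 1596 genes had an unadjusted p under 0.05. The choice of test moved this number most: edgeR's exact test called 390 genes and DESeq2's Wald test 387, and all 18 genes were among both. With 1 library left out in turn, the number ranged from 1 without *Ptpn6* +/mev replicate 3 to 231 without wild-type replicate 2. The 18 genes were all among those 231. It was 65 without wild-type replicate 3, and between 4 and 12 without any other library.
The lowest FDR, 2.2e-04, was that of *Amd2* on chromosome 10 from 35708675 to 35711892. Its FPKM was 7.44 ± 0.40 (SD, n = 3) in *Ptpn6* +/mev mice and 0.41 ± 0.05 (SD, n = 3) in wild-type mice, a log2 fold change of 4.11 (standard error 0.18). *Amd2* had fractional counts, and reads may be shared with its paralog *Amd1*, so its level is uncertain. The next genes by FDR were *Cldn1*, *Dynlt1b* (also with fractional counts), *Tkfc* and *Cyp24a1*. *Cyp24a1*, which encodes vitamin D 24-hydroxylase and lies on chromosome 2 from 170482708 to 170497145, had an FPKM of 65.1 ± 6.11 (SD, n = 3) in *Ptpn6* +/mev mice and 148 ± 10.8 (SD, n = 3) in wild-type mice. Its log2 fold change was -1.26 (standard error 0.11, adjusted p = 0.0107 from edgeR's quasi-likelihood test).

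**Figure D2:**
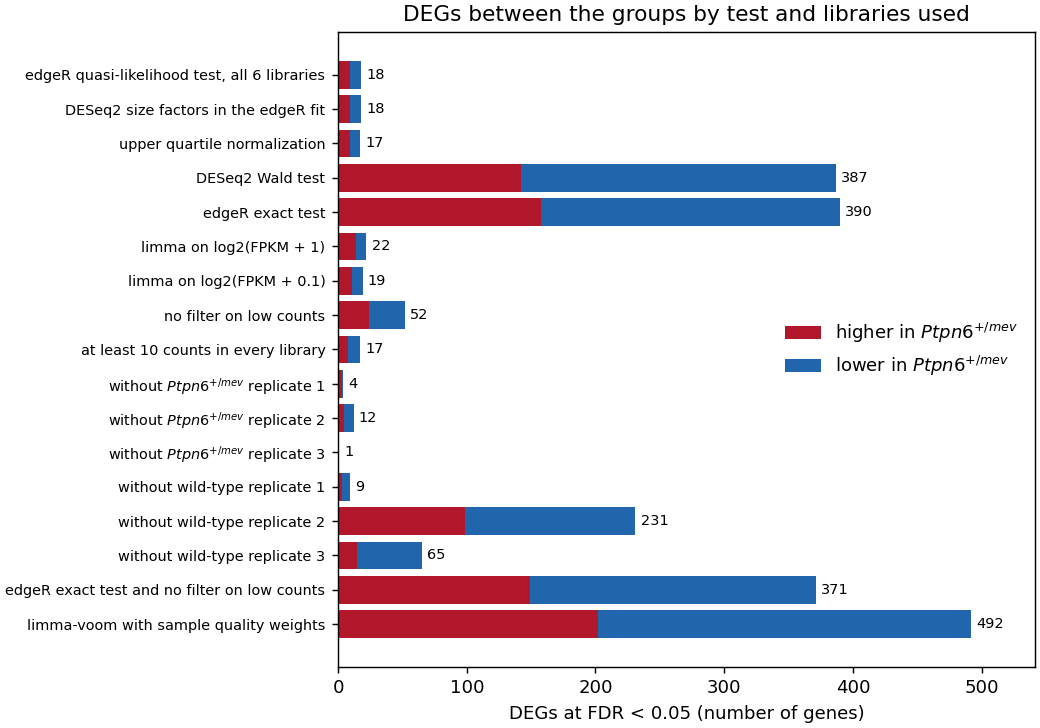
Number of DEGs at an FDR under 0.05 on the x axis, as bars that start at 0, for each test and set of libraries on the y axis. Red parts are genes higher and blue parts genes lower in *Ptpn6* +/mev mice; the number at each bar is the total, 18 with all 6 libraries in edgeR's quasi-likelihood test and 231 without wild-type replicate 2. The last 2 bars are tests chosen after the data were seen.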

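In edgeR's quasi-likelihood test, 9 of the 18 genes at an FDR under 0.05 were higher in *Ptpn6* +/mev mice and 9 were lower. The exact test had 158 higher and 232 lower genes, and DESeq2 had 142 higher and 245 lower. Without wild-type replicate 2 the quasi-likelihood test had 99 higher and 132 lower genes. Without wild-type replicate 3 it had 15 higher and 50 lower, so the balance of directions depended on the libraries. Over all tested genes the median log2 fold change was -0.002, a value that TMM normalization holds near 0.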

Of the 336 DEGs, 169 were upregulated, and 167 were downregulated in *Ptpn6*^+/mev^ mice after IRI. 

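Of the 18 genes, 14 changed more than 2-fold and 6 more than 4-fold. The exact test called 162 genes at more than 2-fold and 23 at more than 4-fold, and DESeq2 called 138 and 19. Leaving out wild-type replicate 2 gave 72 and 14 genes in the quasi-likelihood test, and leaving out wild-type replicate 3 gave 49 and 13. The 4 genes with a change under 2-fold were *S100a6*, *Xdh*, *Anxa3* and *Slc22a8*, singled out after their values were seen.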

A total of 161 genes showed | FC| > 2 with FDR < 0.05, of which 42 genes with | FC| > 4 (Figure 2B). 

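More than 2-fold changes at an FDR under 0.05 went up for 7 genes and down for 7 genes in *Ptpn6* +/mev mice in edgeR's quasi-likelihood test. The exact test had 85 up and 77 down, and DESeq2 had 68 up and 70 down. The quasi-likelihood test had 43 up and 29 down without wild-type replicate 2, and 9 up and 40 down without wild-type replicate 3. Among the genes past these thresholds in the quasi-likelihood test with all libraries, the 5 with the largest rise were *Amd2*, *Gpnmb*, *Serpinb9b*, *Ccna2* and *Prc1*. Their log2 fold changes were 4.11, 2.46, 2.21, 2.05 and 2.00. The 5 with the largest fall were *Cyp2d12*, *Cyp2d9*, *2010003K11Rik*, *Ces2e* and *Cyp24a1*. The log2 fold changes of the first 4 were -2.23, -1.74, -1.52 and -1.27. In each of these 10 genes all 3 mice of one group had a higher FPKM than all 3 of the other.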

Of the 161 genes significantly changed after IRI, 99 were upregulated, and 62 were downregulated in *Ptpn6*^+/mev^ mice (Figure 2C). These 161 genes were DEGs in the following analysis (Supplementary Table 3).

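All 161 genes of Supplementary Table 3 were in the deposited data, and the paper's mean FPKM values differed from those computed here by at most 0.001. Of the 161 genes, 146 passed the count filter. All 146 changed in the direction the table gives and had an unadjusted p under 0.05, and 13 had an FDR under 0.05 in edgeR's quasi-likelihood test. The median FDR of the 146 genes was 0.115 and the largest was 0.307. The exact test called 142 of them, DESeq2 124, and the quasi-likelihood test without wild-type replicate 2 called 74. In 156 of the 161 genes all 3 mice of one group had a higher FPKM than all 3 of the other, where chance gives 10% of genes. Among all tested genes 20.4% were apart in this way. The paper chose these genes on the same 6 libraries, so their separation is not independent evidence.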

**FIGURE 2:**
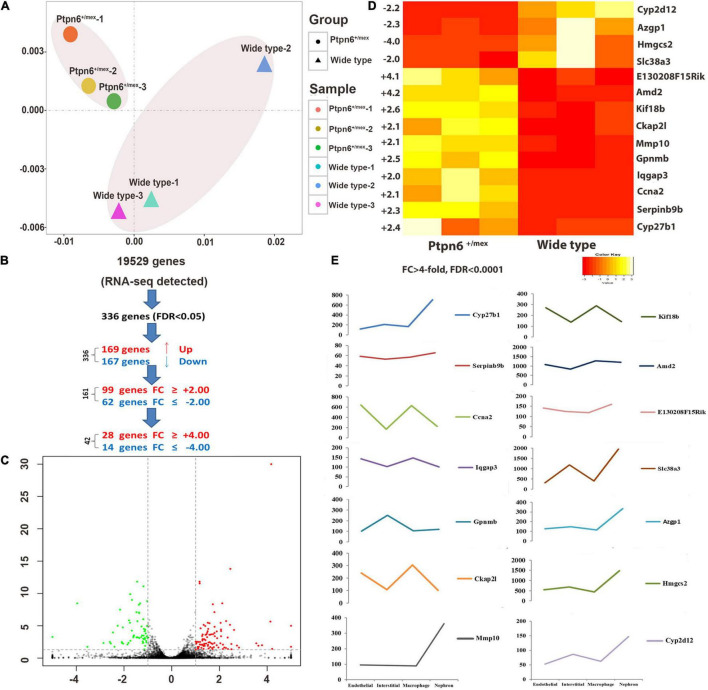
Differentially expressed genes (DEGs) in the kidneys of wild-type and *Ptpn6*^+/mev^ mice after renal IRI. **(A)** The PCA plot of the *Ptpn6*^+/mev^ samples (circles) shows distinct differences between samples from wild-type mice (triangles): each graph represents all DEGs of one animal, and the most similar *Ptpn6*^+/mev^ samples (circles) are located the closest. **(B)** A total of 336 genes out of 19,529 genes detected by RNA-seq were differentially expressed (FDR < 0.05). **(C)** A total of 161 genes showed at least twofold up-or down-regulation at FDR < 0.05. **(D)** Fourteen highly DEGs (FDR < 0.0001) in homozygous *Ptpn6*^+/mev^ kidneys compared to wild-type littermates. **(E)** Expression changes of 14 DEGs in different types of renal cells.

The FDR and the largest | FC| were used to filter the gene list. Fourteen genes were differentially expressed (FDR < 0.0001) with | FC| > 4 in the kidneys of *Ptpn6*^+/mev^ mice (Figure 2D). 

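The 14 genes of Figure 2D were all tested. Among them, *Cyp2d12*, *Azgp1* and *Slc38a3* were lower in *Ptpn6* +/mev mice, and *E130208F15Rik*, *Amd2*, *Kif18b*, *Ckap2l*, *Mmp10*, *Gpnmb*, *Iqgap3*, *Ccna2*, *Serpinb9b* and *Cyp27b1* were higher. The FDR over all tested genes was under 0.05 for 5 of them, *Amd2*, *Gpnmb*, *Cyp2d12*, *Ccna2* and *Serpinb9b*, and reached 0.133 for *Cyp27b1*. Without wild-type replicate 2 it was under 0.05 for 12 of the 14. When adjusted over the list alone, all 14 passed, which is not independent evidence because the list was chosen on these samples. No gene combined an FDR under 0.0001 with a change of more than 4-fold in the quasi-likelihood test. The exact test gave 10 such genes and DESeq2 7.
*Gpnmb*, a glycoprotein gene on chromosome 6 from 49036546 to 49070929, had an FPKM of 7.20 ± 0.93 (SD, n = 3) in *Ptpn6* +/mev mice and 1.31 ± 0.51 (SD, n = 3) in wild-type mice. Its log2 fold change was 2.46 (standard error 0.26, adjusted p = 0.0221 from edgeR's quasi-likelihood test). *Cyp27b1* was spread widely within the *Ptpn6* +/mev group, with FPKM values of 52.2, 11.2 and 23.1. *E130208F15Rik* had wild-type counts of 0, 4 and 0, so the size of its change depends on how counts near 0 are treated. Its log2 fold change was 4.05, and it was 7.60 without wild-type replicate 2, which leaves both wild-type counts at 0.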

Different types of cells are present in the kidney, and distinct translational signatures were identified in the nephron, interstitial cell populations, vascular endothelium, and macrophages in mice (21). By analyzing the Gene Expression Omnibus (GEO) dataset (GSE52004), we found that in the 11 highly overexpressed genes in *Ptpn6*^+/mev^ mice after IRI, *Cyp27b1*, *Mmp10*, *Hmgcs2*, *Azgp1*, *Cyp2d12*, and *Slc38a3* were expressed mostly in nephrons, and *Ckap2l* was expressed mostly in macrophages. The genes *Ccna2*, *Kif18b*, and *Lqgap3* were expressed in both the endothelium and macrophages. *Gpnmb* was expressed mostly in interstitial cells (Figure 2E).

### Gene Ontology Analysis and Kyoto Encyclopedia of Genes and Genomes Pathway Analysis of Mouse Kidney Samples After Renal Ischemia-Reperfusion Injury

The list of DEGs was uploaded to the online PANTHER version 16 classification system, which annotated the genes into three major GO domains: the molecular function, biological process, and cellular component domains (17). Among 161 DEGs, 104 genes were annotated to molecular functions. 

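The deposited table lists Gene Ontology terms for each gene, and these were counted over the 161 genes of Supplementary Table 3; the annotation is the one in that table and not PANTHER's. In the function domain 155 of the 161 genes had a term. Catalytic activity was listed for 60 genes, 38.7% of the annotated ones, against 30.4% of annotated genes among all those tested. Binding was listed for 90 genes, or 58.1%, against 58.5%. Hydrolase activity was listed for 18 genes, protein binding for 37, transporter activity for 12 and oxidoreductase activity for 22. The share with oxidoreductase activity was 14.2%, against 4.73% of all tested genes with a term.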

The PANTHER classification system annotated 49 genes (47.1%) to the catalytic activity category (GO:0003824) and 33 genes (31.7%) to the binding category (GO:0005488) in the molecular function domain. The most enriched terms in these two categories were the hydrolase activity (GO:0016787) and protein binding (GO:0005515) terms, respectively (Supplementary Figure 2A). Moreover, DEGs were also enriched in molecular function categories such as the molecular function regulator (GO:0098772) and transporter activity (GO:0005215) categories. 

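In the process domain 154 of the 161 genes had a term in the deposited table. Cellular process was listed for 117 genes and metabolic process for 90. The first made up 75.97% of the annotated genes and the second 58.4%, against 78.4% and 59.0% of all tested genes with a term. Cell cycle was listed for 55 genes, or 35.7% against 9.94%, and cellular component organization for 63 genes, or 40.9% against 30.2%. Organic substance metabolic process and primary metabolic process were each listed for 73 genes, 47.4% of those annotated.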

In the biological process domain, a total of 66 genes were annotated to the cellular process category (GO:0009987), and 44 genes were annotated to the metabolic process category (GO:0008152) (Supplementary Figure 2B). The two most represented terms in the cellular process category were the cellular component organization (GO:0016043) and cell cycle (GO:0007049) terms. The organic substance metabolic process (GO:0071704) and primary metabolic process (GO:0044238) terms were the two most enriched terms in the metabolic process category. 

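In the component domain 160 of the 161 genes had a term. Organelle was listed for 122 genes, 76.2% of those annotated, against 75.6% of all tested genes with a term. Cytoskeleton was listed for 37 genes, or 23.1% against 12.7%. Cell was listed for 141 genes and intracellular for 128.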

In the cellular component domain, 45 genes were annotated to the organelle category (GO:0043226), 33.3% of which were related to the cytoskeleton (GO:0005856), and 64 genes were annotated to the cell category (GO:0005623), 58.3% of which were related to the intracellular space (GO:0005622) (Supplementary Figure 2C). The PANTHER classification system (protein classes) sorted 33 genes to the metabolite interconversion enzyme (PC00262), 18 genes to oxidoreductase (PC00176) and 12 genes to cytoskeletal protein (PC00085) (Supplementary Figure 2D). Additional information on all gene annotations and protein classifications is available upon further request.

We also performed enrichment analysis of KEGG pathways in DEGs using the online STRING classification system (18, 19). The most significantly enriched (FDR < 0.005) KEGG pathways for the 62 genes that were significantly down-regulated more than twofold were the peroxisome-proliferator-activated receptor alpha (PPARα) signaling pathway and retinol metabolism (Figures 3A–C). In these two pathways, we identified the nine PPARα signaling pathway-related genes *CD36*, *Fabp1*, *Acaa1b*, *Ehhadh*, *Cyp4a10*, *Cyp4a14*, *Cyp4a31*, *Pck1*, and *Hmgcs2*. Among these genes, *CD36* and *Fabp1* are related to fat absorption, while *Acaa1b*, *Ehhadh*, *Cyp4a10*, and *Cyp4a14* are related to fatty acid degradation. 

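Enrichment was tested with the KEGG pathways that the deposited table lists for each gene, using Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the pathways. The background was the tested genes with a pathway, 4772 of them. With the 7 genes that edgeR's quasi-likelihood test called lower by more than 2-fold, no pathway had an adjusted p under 0.05. The smallest adjusted p was 0.167, for steroid hormone biosynthesis, with 2 of the 6 annotated genes. At an unadjusted p under 0.05 there were 8 of 217 pathways. Among process terms, small molecule metabolic process was listed for 5 of the 6 annotated genes (adjusted p = 0.0161, Fisher's exact test).
The 62 lower genes of Supplementary Table 3 were tested in the same way against the 5638 annotated genes with a count. PPAR signaling came first, with 9 of the 43 annotated genes against 75 in the background (adjusted p = 6.9e-07, Fisher's exact test). Retinol metabolism came next, with 7 genes against 58 (adjusted p = 2.2e-05, Fisher's exact test). Fatty acid degradation held 5 of these genes. The result depended on the test that gave the gene list, the only choice varied for it here. With the 77 lower genes of the exact test, PPAR signaling had an adjusted p of 2.9e-06 and retinol metabolism 1.6e-05 by Fisher's exact test. With the 70 of DESeq2 they had 0.0247 and 0.00823.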

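All 9 genes had a lower FPKM in every *Ptpn6* +/mev mouse than in any wild-type mouse. *Fabp1* was below the count filter, with 4 to 6 counts per *Ptpn6* +/mev library. In the fit without that filter its log2 fold change was -2.91 (standard error 0.72, adjusted p = 0.138 from edgeR's quasi-likelihood test). The median log2 fold change of the other 8 was -1.79, and the smallest fall was -1.37, for *Cyp4a31*. *Pck1*, on chromosome 2 from 173153048 to 173159273, had an FPKM of 259 ± 27.6 (SD, n = 3) in *Ptpn6* +/mev mice and 895 ± 476 (SD, n = 3) in wild-type mice, with values of 858, 1389 and 438 in wild-type replicates 1 to 3. *Cd36*, on chromosome 5 from 17781690 to 17888801, had an FPKM of 53.1 ± 1.85 (SD, n = 3) in *Ptpn6* +/mev mice and 179 ± 80.7 (SD, n = 3) in wild-type mice.
Over all tested genes none of the 8 genes had an FDR under 0.05, the highest being 0.177 for *Ehhadh*, and all 8 had an unadjusted p under 0.05. When adjusted over the list alone all 8 passed, which is not independent evidence because the paper chose the list on these samples. The exact test called all 8 over all tested genes and DESeq2 called 4. In limma's camera test of the 8 genes as a set, the adjusted p over the 4 lists tested was 6.1e-08. In limma's fry test p was 0.0466, and with the correlation between genes estimated from the data camera gave p = 0.112. Each of the 8 genes was highest in wild-type replicate 2. Without that mouse their median log2 fold change was -1.23, and 5 of the 8 had an FDR under 0.05. Without wild-type replicate 3, the lowest wild-type mouse, it was -2.15, and 6 of the 8 passed. *Acaa1b*, *Cyp4a10* and *Cyp4a31* had fractional counts, so reads shared with paralogs such as *Acaa1a* and *Cyp4a32* leave their levels uncertain.

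**Figure D3:**
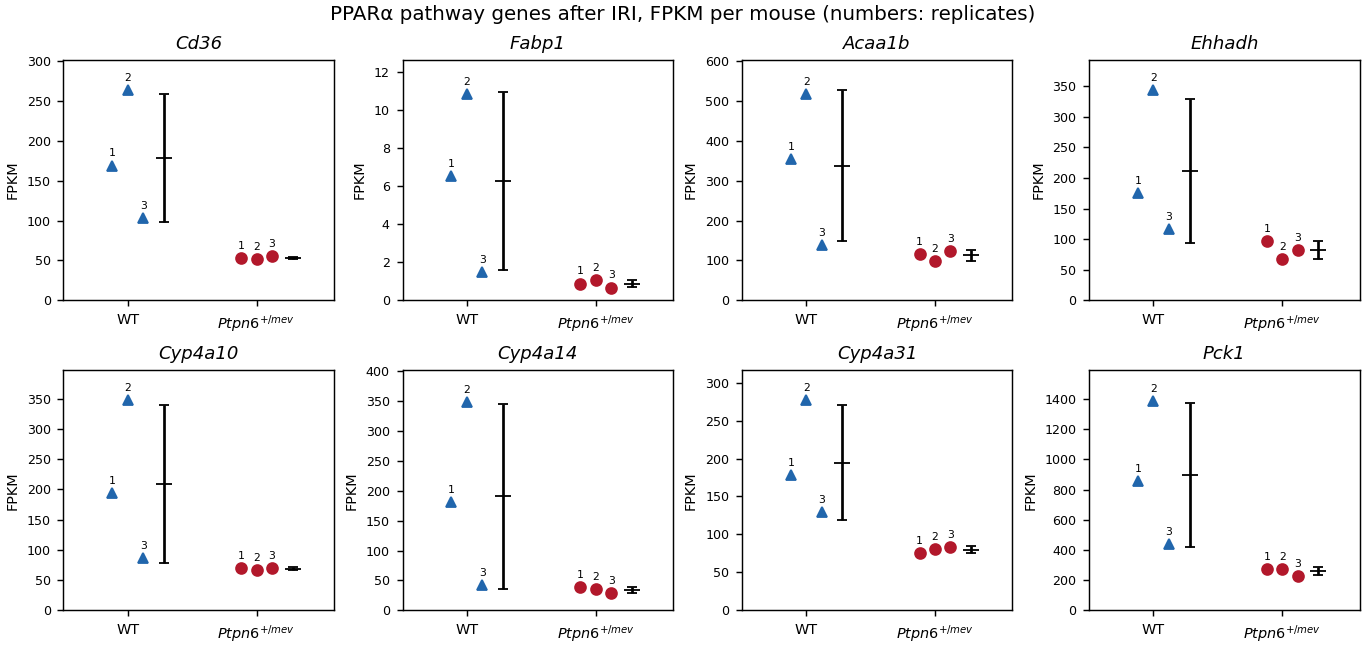
FPKM on the y axis, which starts at 0, of 8 PPARα signaling pathway genes in each mouse, with wild-type mice (WT) as blue triangles and *Ptpn6* +/mev mice as red circles, numbered by replicate. Black bars are the mean and SD (n = 3). In each of these genes wild-type replicate 2 is the highest mouse and the 3 *Ptpn6* +/mev mice lie below the 3 wild-type mice.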

The expression of genes encoding *Ptpn6*-interacting proteins in kidney samples from *Ptpn6*^+/mev^ mice after IRI is shown in Figure 3D. 

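*Ppara*, the gene for PPARα, lies on chromosome 15 from 85734983 to 85802819. Its FPKM was 15.7, 12.3 and 16.1 in *Ptpn6* +/mev replicates 1 to 3, with a mean of 14.7 ± 2.09 (SD, n = 3). In wild-type replicates 1 to 3 it was 22.2, 28.9 and 21.8, with a mean of 24.3 ± 4.01 (SD, n = 3), and no value of one group fell within the range of the other. The log2 fold change was -0.81 (standard error 0.17, adjusted p = 0.104 from edgeR's quasi-likelihood test). The adjusted p was 0.00155 in edgeR's exact test and 0.00187 in DESeq2. With 1 library left out in turn, the log2 fold change stayed between -0.91 and -0.64, and the adjusted p from edgeR's quasi-likelihood test ranged from 0.0458 without wild-type replicate 2 to 0.42 without *Ptpn6* +/mev replicate 3.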

Then we found that the expression of *Ppara* was also significantly decreased in Ptpn6^+/mev^ mice than in wild-type mice after IRI (FC −1.63, FDR = 0.003). We validated the expression of the nine genes involved in the PPARα signaling pathway in the *Ptpn6*^+/mev^ mice and wild-type mice after IRI by RT-PCR. We also compared the expression of these genes in the control kidneys without IRI in Ptpn6 ^+/mev^ and wild-type mice and found that there were no significant changes (| FC| < 1.5 with FDR > 0.05) (Supplementary Table 4). Moreover, for the 99 significantly upregulated genes in *Ptpn6*^+/mev^ mice after IRI, the most significantly enriched KEGG pathways were the mitotic cell cycle process and cell division pathways. 

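With the 7 genes that edgeR's quasi-likelihood test called higher by more than 2-fold, no KEGG pathway and no process term had an adjusted p under 0.05 by Fisher's exact test. Cell division was listed for 3 of the 7 (adjusted p = 0.224), and 5 KEGG pathways had an unadjusted p under 0.05, each through 1 gene. In the 99 higher genes of Supplementary Table 3, the process term cell cycle was listed for 53 of 95 annotated genes, against 1396 of 15917 in the background (adjusted p = 2.9e-29, Fisher's exact test). Cell division was listed for 35 of the 95 (adjusted p = 1.5e-26, Fisher's exact test). The KEGG pathway cell cycle held 4 of the 27 genes with a pathway (adjusted p = 0.25, Fisher's exact test). With the 85 higher genes of the exact test its adjusted p was 0.0296, and with the 68 of DESeq2 it was 0.149.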

Previous studies have revealed that cell cycle function-associated genes are generally upregulated at the peak of injury (24 h after IRI) (22). 

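*Aurkb*, *Plk1*, *Cdk1*, *Tpx2* and *Cdca3* were each higher in every *Ptpn6* +/mev mouse than in any wild-type mouse, with log2 fold changes from 1.28 for *Cdca3* to 1.49 for *Cdk1* and a median of 1.45. *Cdk1*, on chromosome 10 from 69335146 to 69352938, had an FPKM of 15.3 ± 4.02 (SD, n = 3) in *Ptpn6* +/mev mice and 5.11 ± 1.50 (SD, n = 3) in wild-type mice. Over all tested genes the FDR of the 5 genes in edgeR's quasi-likelihood test lay between 0.0685 and 0.182, and each had an unadjusted p under 0.05. Without wild-type replicate 2 the FDR of 2 of them was under 0.05. When adjusted over the list alone all 5 passed, which is not independent evidence because the paper names them from these samples. Both the exact test and DESeq2 called all 5. As a set their camera p, adjusted over the 4 lists, was 6.1e-08. Without that adjustment p was 0.00593 in fry and 0.0409 in camera with estimated correlation. The value with estimated correlation was too close to 0.05 to hold as a call over 4 lists. The median log2 fold change stayed between 1.24 and 1.62 with 1 library left out in turn.
Of the S phase and G2/M genes outside Supplementary Table 3, listed before the data were examined, 71 were tested. Their median log2 fold change was 0.57, and 68 of the 71 were higher in *Ptpn6* +/mev mice. None had an FDR under 0.05 over all tested genes, 37 had an unadjusted p under 0.05, and 13 passed when adjusted over the list alone. The groups were apart in FPKM in 45 of them, where chance gives 10%. The camera p of this list, adjusted over the 4 lists, was 1.2e-20. Fry gave p = 0.0107 and camera with estimated correlation p = 0.0456, both without that adjustment. Over 4 lists the latter was too close to 0.05 to hold as a call. *Pcna*, one of the most abundant, had an FPKM of 96.7 ± 16.8 (SD, n = 3) in *Ptpn6* +/mev mice and 60.2 ± 7.46 (SD, n = 3) in wild-type mice. *Tubb4b*, the most abundant, did not rise, with a log2 fold change of -0.22.

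**Figure D4:**
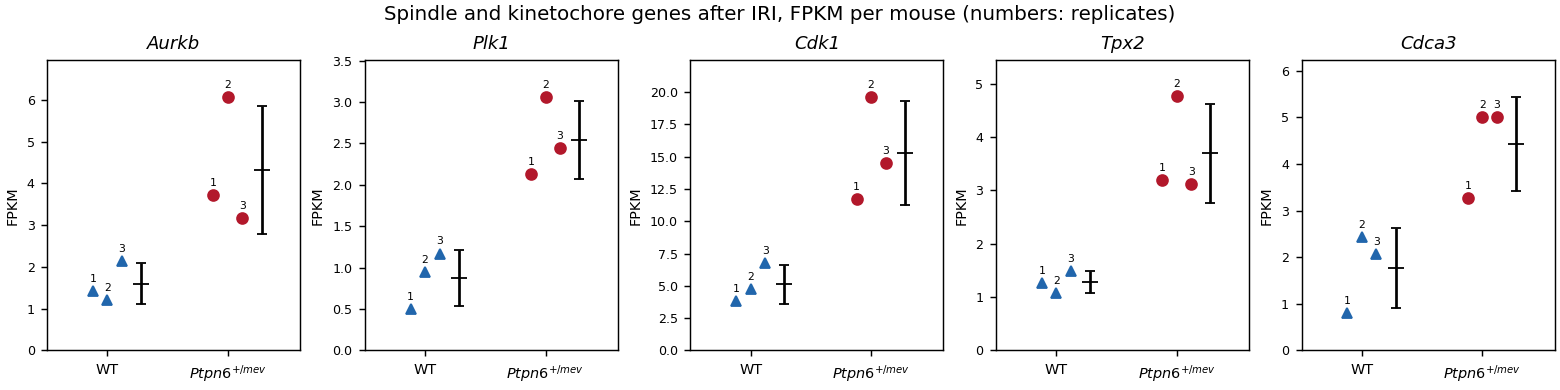
FPKM on the y axis, which starts at 0, of *Aurkb*, *Plk1*, *Cdk1*, *Tpx2* and *Cdca3* in each mouse, with wild-type mice (WT) as blue triangles and *Ptpn6* +/mev mice as red circles, numbered by replicate. Black bars are the mean and SD (n = 3). In each gene the 3 *Ptpn6* +/mev mice lie above the 3 wild-type mice.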

In this study, key kinases involved in the proper spindle and kinetochore assemblies, such as *Aurkb*, *Plk1*, *Cdk1*, *Tpx2*, and *Cdca3*, were upregulated in the *Ptpn6*^+/mev^ group compared with the wild-type^+/+^ group at 24 h after IRI.

**FIGURE 3:**
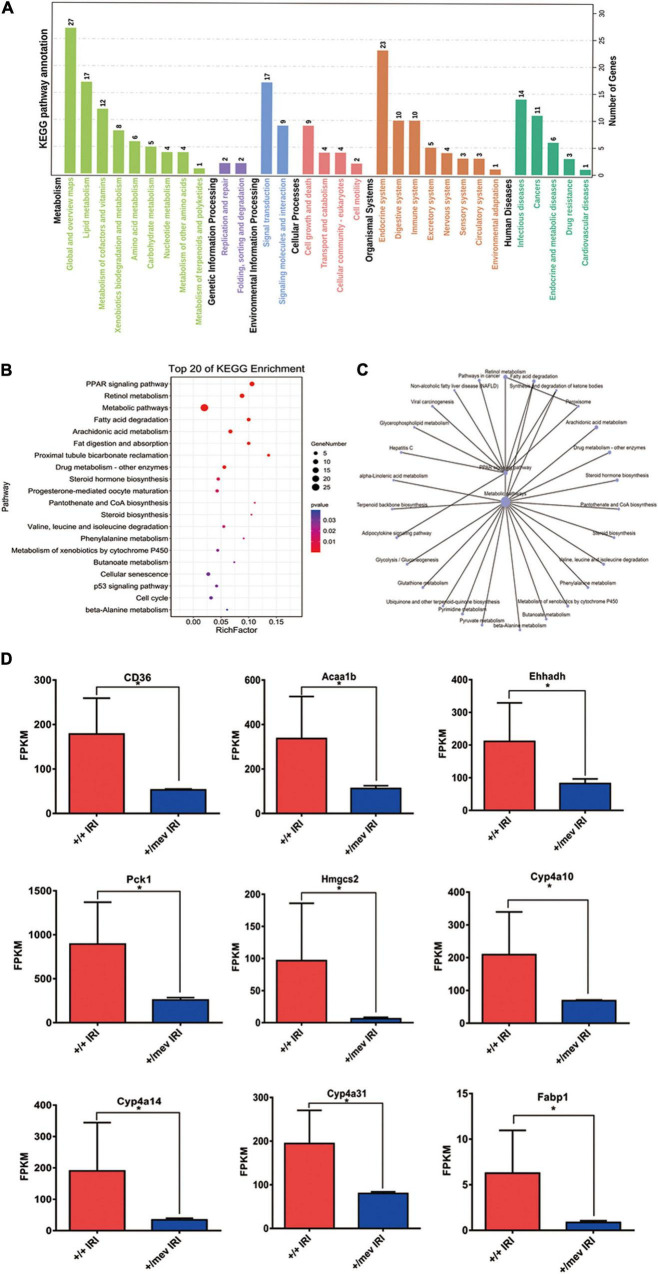
Kyoto encyclopedia of genes and genomes (KEGG) analysis of all DEGs and the expression of PPARα signaling pathway related genes. **(A)** KEGG pathway annotation of all DEGs. **(B)** The top 20 enriched KEGG pathways of all DEGs. A larger rich factor indicates a higher degree of enrichment. The plot is plotted with the pathways ranked by *P*-value from smallest to largest for the top 20. **(C)** KEGG enrichment network diagram of all DEGs. **(D)** The expression of PPARα signaling pathway related genes were obtained by RNA-seq analysis. *p < 0.05.

Src homology region 2 domain-containing phosphatase-1 has two SH2 binding domains and one PTP catalytic domain. SHP-1 inhibits signal transduction from receptors in many cell types^1^ through interaction with the immunoreceptor tyrosine-based inhibitory motif (ITIM) (23–25). After IRI, we found five upregulated and nine downregulated genes in *Ptpn6*^+/mev^ mice that encoded proteins with ITIMs (FDR < 0.05), of which three genes were upregulated and five genes were downregulated by more than twofold (Supplementary Table 5). Of these eight genes, six genes were related to lipid metabolism. 

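Supplementary Table 5 lists 8 genes, and all 8 were tested. *Cyp2a5*, *Cyp4a14*, *Reep6*, *Cyp4a10* and *Cyp2a4* were lower in *Ptpn6* +/mev mice, with log2 fold changes from -2.57 for *Cyp4a14* to -1.21 for *Cyp2a5*. *Hsd3b2*, *Hsd3b4* and *Tmem151b* were higher, with log2 fold changes of 1.24, 1.13 and 1.02. Over all tested genes none had an FDR under 0.05 in edgeR's quasi-likelihood test, where the values lay between 0.0992 and 0.297, and all 8 had an unadjusted p under 0.05. When adjusted over the list alone all 8 passed, but the list was chosen on these samples and this is not independent evidence. The exact test called 6 of them and DESeq2 3. The quasi-likelihood test called 2 without wild-type replicate 2, and 2 without wild-type replicate 3.
*Reep6*, on chromosome 10 from 80329953 to 80336441, had the lowest FDR of the 8. Its FPKM was 9.62 ± 2.40 (SD, n = 3) in *Ptpn6* +/mev mice and 21.2 ± 4.66 (SD, n = 3) in wild-type mice. *Cyp2a4* and *Cyp2a5*, *Hsd3b2* and *Hsd3b4*, and *Cyp4a10* had fractional counts. Each pair is closely related in sequence, so the split of reads between its members is uncertain. The groups overlapped slightly in the FPKM of *Cyp2a5*, which was 157.18 in *Ptpn6* +/mev replicate 1 and 156.85 in wild-type replicate 1.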

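In the KEGG classes that the deposited table gives for each gene, 4 of the 8 genes were in the class of lipid metabolism, *Cyp4a10*, *Cyp4a14*, *Hsd3b2* and *Hsd3b4*. *Cyp2a4* and *Cyp2a5* each had 1 pathway, outside this class, and *Reep6* and *Tmem151b* had none.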

In the kidneys, proximal TECs use fatty acids as their main energy source due to the high energy demand. A previous study indicated that overexpression of ATF6a transcriptionally downregulated PPARα, leading to reduced fatty acid β-oxidation, enhanced apoptosis and reduced cell viability in a human proximal TEC line (HK-2) (26). Since apoptosis in TECs was also enhanced in our study, we suggest that the PPARα signaling pathway plays an important role in the development of renal IRI in SHP-1-knockdown mice.

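To see whether the change reached beyond the 9 genes, PPARα targets and genes of fatty acid oxidation were listed before the data were examined, without those 9. Of the 57 that were tested, 52 were lower in *Ptpn6* +/mev mice, with a median log2 fold change of -0.37. The 31 fatty acid oxidation genes had a median of -0.33 and the 28 PPARα targets a median of -0.44. Of the 57, none had an FDR under 0.05 over all tested genes or when adjusted over the 57 alone, and 24 had an unadjusted p under 0.05. When adjusted over the 28 PPARα targets alone, 3 passed. The groups were apart in FPKM in 22 of the 57, where chance gives 10%. In camera the p of the list, adjusted over the 4 lists, was 1.6e-12, but fry gave p = 0.116 and camera with estimated correlation p = 0.196. Without wild-type replicate 2 the median log2 fold change was -0.17.
*Plin2*, the most abundant of the 57, had an FPKM of 529.7 ± 62.9 (SD, n = 3) in *Ptpn6* +/mev mice and 1036 ± 412 (SD, n = 3) in wild-type mice. Of the 31 fatty acid oxidation genes, 30 were lower, and the quartiles of their log2 fold changes were -0.49 and -0.27. *Acadm* and *Cpt1a*, which act in mitochondrial oxidation, changed less than most of these, with log2 fold changes of -0.06 and 0.01. Both differed by less than the spread between mice. From the lower expression of PPARα pathway genes, the apoptosis of tubular cells in these mice and an earlier report in a human proximal tubular cell line, the paper proposes that PPARα signaling has a role in renal IRI of mice with SHP-1 knockdown.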

### Peroxisome-Proliferator-Activated Receptor Alpha Agonists Attenuate Renal Ischemia-Reperfusion Injury in Ptpn6^+/mev^ Mice

To confirm that PPARα signaling plays a central role in the aggravation of renal IRI induced by SHP-1 insufficiency, we activated PPARα signaling by administrating the agonist fenofibrate or vehicle control (corn oil) to six Ptpn6^+/mev^ mice for 3 weeks to activate the PPARα signaling pathway, followed by IRI (Figure 4A). When the mice were killed 24 h after IRI, the serum CR and BUN of three mice taking fenofibrate were significantly lower than those of three mice taking corn oil (Figures 4B,C). Furthermore, as assessed using H and E staining and ROS staining analysis, the kidneys of mice in the fenofibrate-treated group showed attenuation of renal injury and reduction of ROS levels (Figures 4D–G). We extracted RNA from the kidney after IRI for RT-PCR to confirm that the expression of *Acaa1b*, *Ehhadh*, *Cyp4a10*, and *Cyp4a14*, which are related to fatty acid degradation, was significantly increased in mice treated with fenofibrate but not corn oil (Figure 4H). Taken together, these *in vivo* results suggested that SHP-1 knockdown may lead to the downregulation of fatty acid oxidation, along with an increase in ROS production and renal tubular damage. This phenotypic combination ultimately contributes to extracellular matrix production and promotes mesangial matrix or basement membrane thickening after IRI in *Ptpn6*^+/mev^ mice. A schematic of SHP-1 insufficiency leading to the development of renal IRI via suppression of PPARα signaling is shown in Figure 5.

**FIGURE 4:**
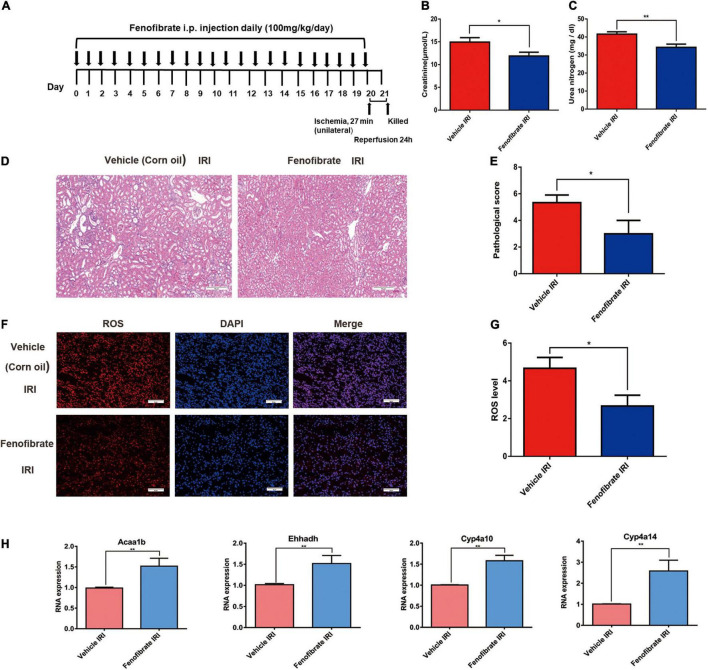
Fenofibrate reverses renal tubular injury caused by a decrease in lipid metabolism gene expression and the accumulation of reactive oxygen species mediated by SHP-1 insufficiency in mice with ischemia-reperfusion injury. **(A)** Schematic diagrams of the experimental procedure. **(B,C)** Levels of creatinine and urea nitrogen in *Ptpn6*^+/mev^ mice given fenofibrate and vehicle control (corn oil). **(D,E)** H and E staining in the kidneys of Ptpn6^+/mev^ mice given fenofibrate and in those given vehicle control after IRI; the quantitative results are shown. Scale bars = 50 μm. **(F,G)** Accumulation of ROS levels in the kidneys of Ptpn6^+/mev^ mice given fenofibrate and in those given vehicle after IRI; the quantitative results are shown. Scale bars = 50 μm. **(H)** Expression of *Acaa1b*, *Ehhadh*, *Cyp4a10*, and *Cyp4a14* in *Ptpn6*^+/mev^ mice given fenofibrate and in those given vehicle control after IRI. *p < 0.05, **p < 0.01.

**FIGURE 5:**
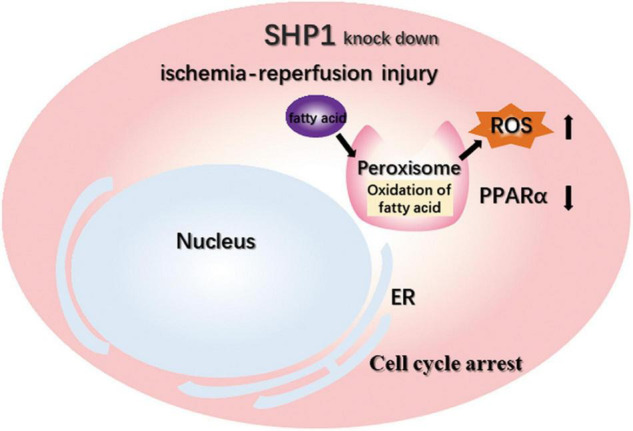
Schematic of the mechanisms that aggravate IRI after SHP-1 knockdown, possibly through downregulation of the PPARα signaling pathway.

## Discussion

Src homology region 2 domain-containing phosphatase-1, a highly conserved intracellular PTP, is expressed primarily in hematopoietic cells and plays a critical role in deciding the fate of immune cells by modulating the duration and amplitude of a downstream cascade transduced via receptors in both mice and humans (27). In several studies, SHP-1 has been considered a negative regulator of hemopoietic and immune cytokine signaling (28, 29). However, the biological function of SHP-1 in epithelial cells is not well understood. Inconsistent with these findings, a previous study conducted in our laboratory demonstrated that SHP-1 can bind to and dephosphorylate ASK1 to inhibit its activation, thus repressing apoptosis in TECs in SHP-1 knockout mice after renal IRI, which is a new insight into the biological function of SHP-1 in epithelial cells (12).

Peroxisome-proliferator-activated receptor alpha, which is expressed primarily in fat, liver, heart, muscle, renal cortex, and other tissues with high catabolic rates, is the main regulator of lipid and energy metabolism (30). PPARα also participates in mediating inflammation and apoptosis caused by injury (31). Previous studies have shown that PPARα plays a protective role against IRI in many solid organs. For example, PPARα activation can enhance antioxidation and the anti-inflammatory response in the context of hepatic IRI by increasing the expression of antioxidant enzymes and inhibiting the activity of NFκB (32). In myocardial ischemia-reperfusion, branched-chain amino acids can render the heart vulnerable to IRI by enhancing GCN2/ATF6/PPARα pathway-dependent fatty acid oxidation and metabolism (33). Similarly, ginsenoside Rb3 can activate the PPARα pathway, thus protecting against myocardial IRI. Other studies have also suggested that PPARα activation can protect against myocardial IRI in type 2 diabetic rats through PI3K/Akt and NO pathway activation (34). In the kidneys, PPARα expression decreases after renal IRI. Agonists of PPARα have been found to ameliorate renal IRI in mice and rat models (26, 35). Moreover, PPARα can decrease kidney fibrosis development in TECs by regulating fatty acid oxidation (36). Decreased expression of PPARα after renal IRI can promote fibrosis, and overexpression of PPARα induced by miR-21 deletion can prevent ureteral obstruction-induced injury and fibrosis of the kidneys (37).

In this study, the PPARα signaling pathway was the most significantly enriched KEGG pathway for the downregulated genes in SHP-1-knockdown mice compared with wild-type mice after IRI. The correlation between SHP-1 and the PPARα signaling pathway has not been reported previously. DEGs in porcine intramuscular adipocytes differentiated with exogenous TNF-α and serotonin, including *Ptpn6*, are enriched in the PPAR signaling pathway (38). In our study, nine downregulated genes (*CD36*, *Acaa1b*, *Ehhadh*, *Pck1*, *Hmgcs2*, *Cyp4a10*, *Cyp4a31*, *Cyp4a14*, and *Fabp1*) in the PPARα signaling pathway were also found to be related to fatty acid degradation and absorption, which results in the accumulation of triglycerides in injured TECs (39). Furthermore, it has been reported that *Ehhadh* can be upregulated by a new selective PPARα agonist, CP775146, which prevents lipid accumulation in obese mice (40). *Pck1*, *Bcl-2*, and PPARα levels can be increased by miR-292-5p downregulation to protect against myocardial IRI (41). Gene expression profiling has shown that *Fabp1* and *Hmgcs2* are upregulated in hepatocyte humanized mice treated with the PPARα agonist fenofibrate (42). In summary, PPARα expression decreases as peroxisomal fatty acid oxidation is inhibited in the context of renal IRI. These changes are consistent with the findings of previous studies and might be leading mechanisms by which SHP-1 insufficiency in the kidneys can exacerbate injury and apoptosis of TECs after renal IRI (35, 43).

Reactive oxygen species is excessively generated after IRI, which causes severe damage inside tissues transplantable tissues such as the heart, liver, and kidney (44). There are several studies suggesting that the generation of ROS during IRI occurs by a well-defined mechanism (45). SHP-1 suppression is related to the development of airway inflammation and increased ROS levels in airway epithelia under conditions of oxidative stress (46). Suppression of the SHP-1 function promotes a further increase in the intracellular ROS level by eliciting amplified and prolonged activation of endogenous ROS (11). In this study, insufficiency of SHP-1 lead to the suppression of the PPARα signaling pathway after IRI, while the activation of the PPARα signaling pathway plays a protective role in reducing ROS in the heart, liver and kidney (47–49).

Since SHP-1 is involved in various signaling pathways, we used next-generation sequencing to characterize the DEGs in the kidneys of SHP-1-knockdown mice after renal IRI. The RNA-seq studies enabled complicated analyses of all biological pathways in one experiment, which was important for profiling the characteristic gene changes after IRI. We were able to identify several essential pathways influenced by SHP-1, such as the PPARα signaling pathway and the mitosis pathway. A major limitation of this study is that the number of animals used in the experiment is relatively low, while the changes between different groups, although significant, are still small. We hope to expand the number of samples in future research. In summary, our results show that insufficiency of SHP-1 inhibits the expression of genes in the PPARα signaling pathway, especially those which were related to fatty acid degradation, thereby leading to increasing in ROS and aggravating IRI. We also demonstrated that the changes in gene expression were due to SHP-1 deficiency-induced different responses to IRI rather than deficiency of SHP-1. It will be interesting to analyze the fatty acid profiles in the kidneys of the SHP-1 insufficiency mice and the wild-type mice after IRI. Our findings help to demonstrate the mechanisms by which SHP-1 insufficiency could lead to the development of renal IRI and provide new insights into the roles of fatty acid degradation and mitosis in renal IRI.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository, accession number GSE200717.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Research Ethics Committee of Navy Medical University, Shanghai, China. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

LZ and XD designed the studies and supervised the project. SY and MS performed most of the experiments and co-wrote the manuscript. JF and JC performed to establish the mice model construction. YL and JC performed the histological analysis. SY performed the bioinformatics analysis. MS analyzed the data and provided statistical guidance. HT performed some of the RT-PCR experiments and provided experimental guidance. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] PericoNCattaneoDSayeghMHRemuzziG. Delayed graft function in kidney transplantation. *Lancet.* (2004) 364:1814–27. 10.1016/S0140-6736(04)17406-015541456

[2] KeilhackHHellmanUvan HengelJvan RoyFGodovac-ZimmermannJBöhmerFD. The protein-tyrosine phosphatase SHP-1 binds to and dephosphorylates p120 catenin. *J Biol Chem.* (2000) 275:26376–84. 10.1074/jbc.m001315200 10835420

[3] ŠtefanováIHemmerBVergelliMMartinRBiddisonWEGermainRN. TCR ligand discrimination is enforced by competing ERK positive and SHP-1 negative feedback pathways. *Nat Immunol.* (2003) 4:248–54. 10.1038/ni895 12577055

[4] BlanchetteJRacetteNFaureRSiminovitchKAOlivierM. Leishmania-induced increases in activation of macrophage SHP-1 tyrosine phosphatase are associated with impaired IFN-γ-triggered JAK2 activation. *Eur J Immunol.* (1999) 29:3737–44. 10.1002/(SICI)1521-4141(199911)29:113.0.CO;2-S10556830

[5] YousefiSSimonH-U. SHP-1: a regulator of neutrophil apoptosis. *Semin Immunol.* (2003) 15:195–9. 10.1016/S1044-5323(03)00033-214563118

[6] SulubYDeRudderJ. Determination of polymer blends composed of polycarbonate and rubber entities using near-infrared (NIR) spectroscopy and multivariate calibration. *Polym Test.* (2013) 32:802–9. 10.1016/j.polymertesting.2013.03.008

[7] ThangarajuMSharmaKLiuDShenSHSrikantCB. Interdependent regulation of intracellular acidification and SHP-1 in apoptosis. *Cancer Res.* (1999) 59:1649–54.10197642

[8] AnHHouJZhouJZhaoWXuHZhengY Phosphatase SHP-1 promotes TLR- and RIG-I-activated production of type I interferon by inhibiting the kinase IRAK1. *Nat Immunol.* (2008) 9:542–50. 10.1038/ni.1604 18391954

[9] SundaresanMYuZ-XFerransVJIraniKFinkelTJS. Requirement for generation of H(2)O(2) for platelet-derived growth factor signal tran sduction. *Science.* (1995) 270:296–9. 10.1126/science.270.5234.296 7569979

[10] MengTCFukadaTTonksNK. Reversible oxidation and inactivation of protein tyrosine phosphatases in vivo. *Mol Cell.* (2002) 9:387–99. 10.1016/S1097-2765(02)00445-811864611

[11] KrötzFEngelbrechtBBuerkleMABassermannFBridellHGloeT The tyrosine phosphatase, SHP-1, is a negative regulator of endothelial superoxide formation. *J Am Coll Cardioly.* (2005) 45:1700–6. 10.1016/j.jacc.2005.02.039 15893190

[12] TianHTanRYeBYanSSuiMZhaoW SHP-1 inhibits renal ischemia reperfusion injury via dephosphorylating ASK1 and suppressing apoptosis. *Biochem Bioph Res Commun.* (2019) 513:360–7. 10.1016/j.bbrc.2019.03.187 30961932

[13] KamataTYamashitaMKimuraMMurataKInamiMShimizuC. SRC homology 2 domain-containing tyrosine phosphatase SHP-1 controls the development of allergic airway inflammation. *J Clin Invest.* (2003) 111:109–19. 10.1172/JCI15719 12511594PMC151831

[14] ZhangSHanC-HChenX-SZhangMXuL-MZhangJ-J Transient ureteral obstruction prevents against kidney ischemia/reperfusion injury via hypoxia-inducible factor (HIF)-2α activation. *PLoS One.* (2012) 7:e29876. 10.1371/journal.pone.0029876 22295069PMC3266244

[15] GholampourHMoeziL.ShafaroodiH. Aripiprazole prevents renal ischemia/reperfusion injury in rats, probably through nitric oxide involvement. *Eur J Pharmacol.* (2017) 813:17–23. 10.1016/j.ejphar.2017.07.032 28734929

[16] TrapnellCRobertsAGoffLPerteaGKimDKelleyDR Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc.* (2012) 7:562–78. 10.1038/nprot.2012.016 22383036PMC3334321

[17] MiHEbertDMuruganujanAMillsCAlbouL-PMushayamahaT PANTHER version 16: a revised family classification, tree-based classification tool, enhancer regions and extensive API. *Nucleic Acids Res.* (2021) 49:D394–403. 10.1093/nar/gkaa1106 33290554PMC7778891

[18] SzklarczykDGableALNastouKCLyonDKirschRPyysaloS The STRING database in 2021: customizable protein–protein networks, and functional characterization of user-uploaded gene/measurement sets. *Nucleic Acids Res.* (2021) 49:D605–12. 10.1093/nar/gkaa1074 33237311PMC7779004

[19] KanehisaMFurumichiMSatoYIshiguro-WatanabeMTanabeM. KEGG: integrating viruses and cellular organisms. *Nucleic Acids Res.* (2021) 49:D545–51. 10.1093/nar/gkaa970 33125081PMC7779016

[20] LivakKMethodsTSJ. Analysis of relative gene expression data using real-time quantitative PCR and the 2^–△△Ct^ Method. *Afr J Biotechnol.* (2012) 11:6226–33. 10.5897/AJB11.411711846609

[21] LiuJKrautzbergerAMSuiSHHofmannOMChenYBaetscherM Cell-specific translational profiling in acute kidney injury. *J Clin Invest.* (2014) 124:1242–54. 10.1172/JCI72126 24569379PMC3938273

[22] Tae-MinKVictoriaRJonatanB-CNormaABPeterJPVishalSV Gene expression analysis reveals the cell cycle and kinetochore genes participating in ischemia reperfusion injury and early development in kidney. *PLoS One.* (2011) 6:e25679. 10.1371/journal.pone.0025679 21980527PMC3181346

[23] DaëronMJaegerSDu PasquierLVivierE. Immunoreceptor tyrosine-based inhibition motifs: a quest in the past and future. *Immunol Rev.* (2008) 224:11–43. 10.1111/j.1600-065x.2008.00666.x 18759918

[24] StaubERosenthalAHinzmannB. Systematic identification of immunoreceptor tyrosine-based inhibitory motifs in the human proteome. *Cell Signal.* (2004) 16:435–56. 10.1016/j.cellsig.2003.08.013 14709333

[25] ZhangJSomaniA-KSiminovitchKA. Roles of the SHP-1 tyrosine phosphatase in the negative regulation of cell signalling. *Semin Immunol.* (2000) 12:361–78. 10.1006/smim.2000.0223 10995583

[26] JaoT-MNangakuMWuC-HSugaharaMSaitoHMaekawaH ATF6α downregulation of PPARα promotes lipotoxicity-induced tubulointerstitial fibrosis. *Kidney Int.* (2019) 95:577–89. 10.1016/j.kint.2018.09.023 30639234

[27] DongQSiminovitchKAFialkowLFukushimaTDowneyGP. Negative regulation of myeloid cell proliferation and function by the SH2 domain-containing tyrosine phosphatase-1. *J Immunol.* (1999) 162:3220–30. 10.1100/tsw.2002.247 10092773

[28] DuchesneCCharlandSAsselinCNahmiasCRivardN. Negative regulation of β-catenin signaling by tyrosine phosphatase SHP-1 in intestinal epithelial cells. *J Biol Chem.* (2003) 278:14274–83. 10.1074/jbc.M300425200 12571228

[29] SperanzaLPesceMPatrunoAFranceschelliSde LutiisMAGrilliA Astaxanthin treatment reduced oxidative induced pro-inflammatory cytokines secretion in U937: SHP-1 as a novel biological target. *Mar Drugs.* (2012) 10:890–9. 10.3390/md10040890 22690149PMC3366681

[30] ChengCFLianW-SChenS-HLaiP-FLiH-FLanY-F Protective effects of adiponectin against renal ischemia-reperfusion injury via prostacyclin-PPARα-Heme oxygenase-1 signaling pathway. *J Cell Physiol.* (2012) 227:239–49. 10.1002/jcp.22726 21412771

[31] MaedaTKishiokaS. Chapter 13 PPAR and Pain. *Int Rev Neurobiol.* (2009) 85:165–77. 10.1016/S0074-7742(09)85013-719607969

[32] GaoZLiY-H. Antioxidant stress and anti-inflammation of PPARα on warm hepatic ischemia-reperfusion injury. *PPAR Res.* (2012) 2012:738785. 10.1155/2012/738785 23213319PMC3503442

[33] LiYXiongZYanWGaoEChengHWuG Branched chain amino acids exacerbate myocardial ischemia/reperfusion vulnerability via enhancing GCN2/ATF6/PPAR-α pathway-dependent fatty acid oxidation. *Theranostics.* (2020) 10:5623–40. 10.7150/thno.44836 32373236PMC7196282

[34] BulhakAAJungCÖstensonCLundbergJOSjöquistPOPernowJ. PPAR-α activation protects the type 2 diabetic myocardium against ischemia-reperfusion injury: involvement of the PI3-Kinase/Akt and NO pathway. *Am J Physiol Heart Circ Physiol.* (2009) 296:719–27. 10.1152/ajpheart.00394.2008 19151258

[35] SivarajahAChatterjeePKHattoriYBrownPAStewartKNTodorovicZ Agonists of peroxisome-proliferator activated receptor-alpha (clofibrate and WY14643) reduce renal ischemia/reperfusion injury in the rat. *Med Sci Monit.* (2002) 8:BR532–9. 10.1017/S1355770X1100033712503032

[36] KangHMAhnSHChoiPKoY-AHanSHChingaF Defective fatty acid oxidation in renal tubular epithelial cells has a key role in kidney fibrosis development. *Nat Med.* (2015) 21:37–46. 10.1038/nm.3762 25419705PMC4444078

[37] ChauBNXinCHartnerJRenSCastanoAPLinnG MicroRNA-21 promotes fibrosis of the kidney by silencing metabolic pathways. *Sci Transl Med.* (2012) 4:121ra18. 10.1126/scitranslmed.3003205 22344686PMC3672221

[38] TadaAIslamMAKoberAHFukuyamaKTakagiMIgataM Transcriptome modifications in the porcine intramuscular adipocytes during differentiation and exogenous stimulation with TNF-α and serotonin. *Int J Mol Sci.* (2020) 21:638. 10.3390/ijms21020638 31963662PMC7013444

[39] JohnsonACMStahlAZagerRA. Triglyceride accumulation in injured renal tubular cells: alterations in both synthetic and catabolic pathways. *Kidney Int.* (2005) 67:2196–209. 10.1111/j.1523-1755.2005.00325.x 15882263

[40] TangSWuFLinXGuiWZhengFLiH. The effects of new selective PPARα agonist CP775146 on systematic lipid metabolism in obese mice and its potential mechanism. *J Diabetes Res.* (2020) 2020:4179852. 10.1155/2020/4179852 32455134PMC7222497

[41] ZhuZ-DYeJ-YNiuHMaY-MFuX-MXiaZ-H Effects of microRNA-292-5p on myocardial ischemia-reperfusion injury through the peroxisome proliferator-activated receptor-α/-γ signaling pathway. *Gene Ther.* (2018) 25:234–48. 10.1038/s41434-018-0014-y 29670247

[42] de la Rosa RodriguezMASugaharaGHooiveldGJEJIshidaYTatenoCKerstenS. The whole transcriptome effects of the PPARα agonist fenofibrate on livers of hepatocyte humanized mice. *BMC Genomics.* (2018) 19:443. 10.1186/s12864-018-4834-3 29879903PMC5991453

[43] GulatiSAinolOrak JSinghAKSinghI. Alterations of peroxisomal function in ischemia-reperfusion injury of rat kidney. *Biochim Biophys Acta.* (1993) 1182:291–8. 10.1016/0925-4439(93)90071-88399363

[44] ChouchaniETPellVRGaudeEAksentijevićDSundierSYRobbEL Ischaemic accumulation of succinate controls reperfusion injury through mitochondrial ROS. *Nature.* (2014) 515:431–5. 10.1038/nature13909 25383517PMC4255242

[45] Chouchani EdwardTPell VictoriaRJames AndrewMWork LorraineMSaeb-ParsyKFrezzaC A unifying mechanism for mitochondrial superoxide production during ischemia-reperfusion injury. *Cell Metab.* (2016) 23:254–63. 10.1016/j.cmet.2015.12.009 26777689

[46] JangMKKimS-HLeeK-YKimT-BMoonKAParkCS The tyrosine phosphatase, SHP-1, is involved in bronchial mucin production during oxidative stress. *Biochem Bioph Res Commun.* (2010) 393:137–43. 10.1016/j.bbrc.2010.01.102 20117097

[47] Ibarra-LaraLHongESoria-CastroETorres-NarváezJCPérez-SeverianoFDel Valle-MondragónL Clofibrate PPARα activation reduces oxidative stress and improves ultrastructure and ventricular hemodynamics in no-flow myocardial ischemia. *J Cardiovasc Pharmacol.* (2012) 60:323–34. 10.1097/fjc.0b013e31826216ed 22691880

[48] PattersonADShahYMMatsubaraTKrauszKWGonzalezFJ. Peroxisome proliferator-activated receptor alpha induction of uncoupling protein 2 protects against acetaminophen-induced liver toxicity. *Hepatology.* (2012) 56:281–90. 10.1002/hep.25645 22318764PMC3378765

[49] HouXShenYHLiCWangFZhangCBuP PPARα agonist fenofibrate protects the kidney from hypertensive injury in spontaneously hypertensive rats via inhibition of oxidative stress and MAPK activity. *Biochem Bioph Res Commun.* (2010) 394:653–9. 10.1016/j.bbrc.2010.03.043 20226762

# Supplementary material for: Transcriptomic Analysis Revealed an Important Role of Peroxisome-Proliferator-Activated Receptor Alpha Signaling in Src Homology Region 2 Domain-Containing Phosphatase-1 Insufficiency Leading to the Development of Renal Ischemia-Reperfusion Injury
**Source:** Front Med (Lausanne). 2022 May 10;9:847512. doi: 10.3389/fmed.2022.847512
**Supplement:** Supplementary file 6

## Supplementary Material

### 1.1 Supplementary Figures

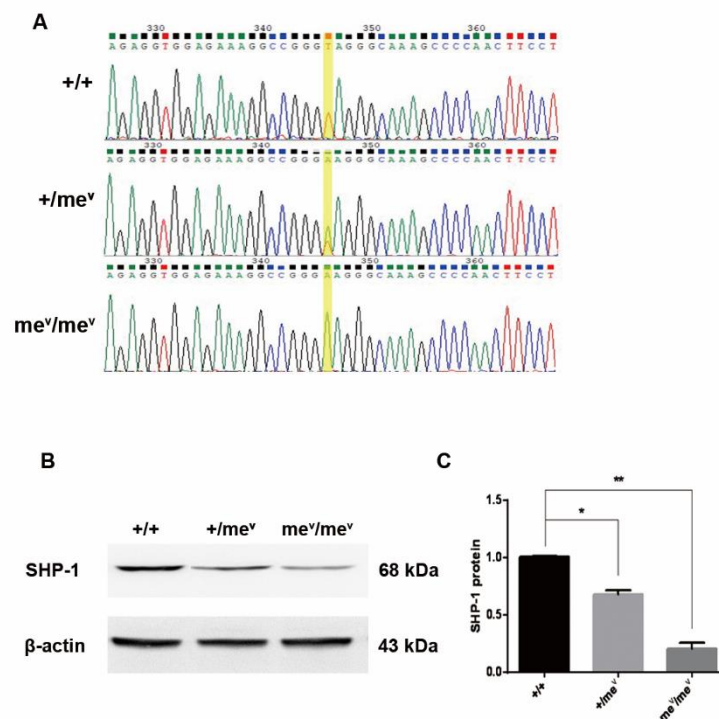

**Supplementary Figure 1** (A) Shown is the mutation in Sanger sequencing result of wide type,  $Ptpn6^{+/mev}$  and  $Ptpn6^{mev/mev}$  mice. (B and C) Shown are the protein (B) and mRNA (C) expression level of SHP-1 in wide type,  $Ptpn6^{+/mev}$  and  $Ptpn6^{mev/mev}$  mice.

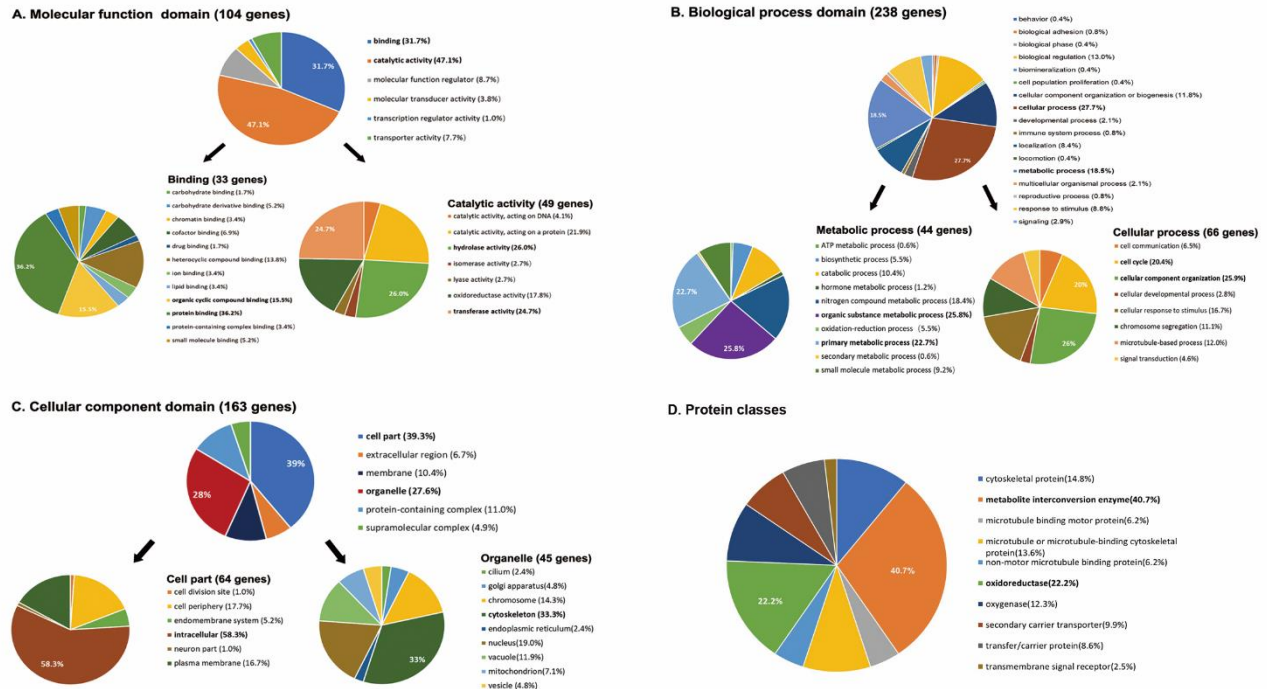

**Supplementary Figure 2** The Gene Ontology (GO) annotation was based on (A) the molecular function, (B) biological processes, (C) cellular component domains and (D) protein classes of all DEPs (FDR<0.05, FCs >2).

How the deposited data were processed for this re-analysis (not part of the article)

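The data come from 1 mRNA sequencing experiment with 6 libraries, 3 from kidneys of *Ptpn6* +/mev mice and 3 from kidneys of wild-type mice, all at 24 h of reperfusion after 34 min of ischemia. The kidneys without IRI, the RT-PCR measurements and the fenofibrate experiment were not analysed here. Sample names in the labels and in Supplementary Table 2 gave the group and the replicate number of each library.

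The authors removed adaptor, low-complexity and low-quality sequence, aligned the reads to GRCm38.p5 with TopHat and evaluated expression with Cufflinks. The authors deposited 1 table with estimated counts and FPKM values for each library, together with Gene Ontology terms and KEGG pathways for each gene. The tool that produced the deposited counts is not named in the paper's text. Estimated counts need not be whole numbers, and 1744 of the 21367 genes had a fractional count in some library. Expected counts of this kind were rounded before edgeR and DESeq2 were run. Rounding left 16516 genes with a count, against 16529 before. The FPKM values were used for levels per mouse, for figures and for the alternatives that need no counts. In 16 cases a symbol was shared by several genes, 32 in all, and these were kept apart by their Ensembl identifiers.

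Total counts per library ranged from 10271590 to 12361745, so depth differed little between libraries. Counts limit precision mainly for genes near 0, and 15 of the 161 genes of Supplementary Table 3, *Fabp1* among them, were below the filter on low counts. Such genes were read from the fit without a filter.

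Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filter filterByExpr with the group, estimated dispersions, and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the 13036 tested genes. DEGs were genes with an FDR under 0.05, and changes of more than 2-fold and 4-fold were counted from the same fit, also at an FDR under 0.0001. The quasi-likelihood test reports no standard error. Those given here are the size of the log2 fold change divided by the square root of the F statistic. Gene lists were tested as sets on log2 CPM, the counts scaled to the size of the library (prior count 2) with camera of limma 3.58.1 at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 4 main lists, with fry, and with camera at an estimated correlation. These 4 were the paper's 9 PPARα pathway genes, PPARα targets and fatty acid oxidation genes outside them, the paper's 5 spindle genes, and S and G2/M genes outside Supplementary Table 3. A further 14 lists, with their own adjustment, held markers of tubular injury, proximal tubule, distal nephron, endothelium, macrophages, neutrophils, fibroblasts, podocytes, blood and liver, Y-linked genes (with *Xist*, which was not analysed here), clock genes in a positive and a Dbp arm, and glucocorticoid-responsive genes. Pathway enrichment used Fisher's exact test, one-sided, over terms with at least 5 background genes. Principal components and the exact permutation over the 10 splits of the libraries used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

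The tests, the lists, the alternatives and the rule for named genes were set before the data were examined, apart from those named as chosen later. The rule covers every gene the paper names in its text, Figures 2D and 3D or Supplementary Tables 4 and 5, *Ptpn6* and *Ppara*. It adds the 5 genes with the largest rise and the 5 with the largest fall at an FDR under 0.05 whose groups do not overlap and whose higher mean FPKM is at least 1, and examples from the lists, the most abundant first. Values of 2 genes that the rule would name are not reported here. Other names, such as paralogs and the remaining DEGs, were chosen after their values were seen.

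Of the 17 alternatives, 15 were set before the data were examined. They were DESeq2's size factors in the edgeR fit, upper quartile normalization, DESeq2 1.42.0 with its Wald test, edgeR's exact test, limma on log2 FPKM with a pseudocount of 1 or 0.1, no filter on low counts, at least 10 counts in every library, the replicate number as a block, and each of the 6 libraries left out in turn. For the principal components the 500 most variable genes and FPKM values were tried. Chosen after the data were seen were the exact test without a filter, limma-voom with sample quality weights, and pathway enrichment of the exact test's genes. The closing section gives their effect.

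The tests were run on simulated data with 200 changed genes among 13036, drawn with the means, dispersions and library sizes of the 6 libraries. The changes were exactly 2-fold or 4-fold and lay only in genes above a minimum mean count, and each setting was drawn once. No simulated library stood apart as wild-type replicate 2 does, so these rates need not hold in the real data. The quasi-likelihood test recovered 87.5% of the changed genes and every one changed 4-fold, and 5.41% of its calls were false. The exact test recovered 93.5% with 14.2% false calls, and DESeq2 recovered 93% with 11.8% false calls. With a common dispersion of 0.05 for every gene, false calls were 4.82%, 4.79% and 10.8% in the same order.

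Positions of genes come from the GENCODE M21 annotation, whose assembly, GRCm38, is that of the paper; the paper's annotation release was another one. Of the genes in the deposited table, 21311 were found there. PANTHER and STRING were not used here, and the Gene Ontology and KEGG results rest on the annotation in the deposited table.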

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

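The tests for length and GC content, of the library splits for folds and gene lists, of single libraries, of the proximal tubule share for the list outside the 9 genes, of linked variants and of each clock arm alone were chosen only after the results were seen.

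Of the 18 DEGs, 5 are outside the paper's Supplementary Table 3, and the paper does not discuss them: *S100a6* and *Anxa3* were higher and *Xdh*, *Slc22a8* and *Pcx* lower in *Ptpn6* +/mev mice, with log2 fold changes of 0.91, 0.71, -0.76, -0.91 and -1.01. The first 4 changed less than 2-fold and so are below the paper's fold threshold. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many DEGs as the real one, the real split itself, and the others gave at most 2. At more than 2-fold and at more than 4-fold it was again 1 of the 10. With 3 mice against 3 this share cannot go lower, so an accidental grouping cannot be told apart from an effect of the genotype by the splits. A difference in sex is excluded, because the Y-linked genes were expressed in every library, with a lowest mean FPKM of 2.54. Variants carried along with the *Ptpn6* allele on chromosome 6, if they changed genes near them, would gather the DEGs there. Of the 18, 0 lay within 20 Mb of the gene, so local changes there are not their source. Since chance alone would place 0.31 there, this does not speak against linked variants that act on distant genes, which were not tested. Of the tested genes in the window, 31 of the 225 had an unadjusted p under 0.05, 13.8% against 12.2% of all tested genes (Fisher's exact test, p = 0.472). An effect of the genotype remains a hypothesis.

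PPARα targets and fatty acid oxidation genes outside the paper's 9 had a median log2 fold change of -0.37, with 52 of 57 genes lower in *Ptpn6* +/mev mice. Gene length and GC content leave this in place, since the median was -0.35 after their trend was removed. Wild-type replicate 2 carried much of it: without that library the median was -0.17, well below -0.37 in size. Of the 10 splits, 1 gave as large a median, the real one, but another came close, at 0.363 in absolute value against 0.369. A lower share of proximal tubule RNA in *Ptpn6* +/mev kidneys cannot be told apart from regulation of the pathway, because the proximal tubule list fell by about as much, with a median of -0.44, and the design does not separate them. The paper reports worse injury in these mice and states that PPARα expression falls after renal IRI. The level of injury could thus lower the same genes and was not separated from the genotype here. So the fall outside the 9 genes may reflect 1 unusual mouse, the cell composition, the level of injury or the genotype.

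S and G2/M genes outside Supplementary Table 3 had a median log2 fold change of 0.57, with 68 of 71 genes higher in *Ptpn6* +/mev mice. Removing the trend with gene length and GC content left 0.56. More macrophages would raise their markers as well, but the macrophage list had a median of 0.15 with an adjusted camera p of 0.532 over the 14 lists. Without wild-type replicate 2 the macrophage median was -0.08, so its sign depended on that library. With each library left out the median of the S and G2/M genes stayed between 0.46 and 0.64. Only 1 of the 10 splits, the real one, gave as large a median for this list. The same holds for the paper's 5 spindle genes, but the paper names them from these samples, so their rank is not independent evidence. A higher share of cycling cells in *Ptpn6* +/mev kidneys is a hypothesis; which cells they are, and whether they divide or stop before division, was not tested. The level of injury at 24 h, which the paper reports to be worse in these mice, could raise the same genes and was not separated from the genotype here.

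Clock genes of the Dbp arm had a median log2 fold change of -0.51, with 9 of 11 lower in *Ptpn6* +/mev mice (adjusted p = 0.00159 from limma's camera over the 14 lists). Neither limma's fry (p = 0.0486) nor camera with estimated correlation (p = 0.11) gave a call that holds over the 14 lists. Both values are without adjustment, and that of fry was too close to 0.05. *Dbp* fell by 1.17 on the log2 scale while *Arntl* rose by 1.41. If kidneys were collected at different times of day in the groups, the other members of both arms would part in the same way. Without *Dbp* and *Arntl*, the mean level of the Dbp arm minus that of the positive arm differed between the groups by -0.70 on the log2 scale. This difference was -0.73, -0.07 and -0.26 in *Ptpn6* +/mev replicates 1 to 3 and 0.84, 0.19 and 0.03 in wild-type replicates 1 to 3. The Dbp arm without *Dbp* had a median log2 fold change of -0.47. The positive arm without *Arntl* had a median of only 0.08, and its groups overlapped, with deviations from the mean of all libraries of -0.09 in *Ptpn6* +/mev replicate 2 and 0.12 in wild-type replicate 2. The small change in the positive arm depended on wild-type replicate 2. With *Arntl* included, its median was 0.12 with all libraries and 0.47 without that mouse. With 4 genes left in that arm, a difference in the time of day cannot be told apart from an effect of the genotype or of the injury on the clock, and no collection times were used here.

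Glucocorticoid-responsive genes had a median log2 fold change of 0.56, with 7 of 7 higher in *Ptpn6* +/mev mice (adjusted p = 0.00159 from limma's camera over the 14 lists). Neither fry (p = 0.109) nor camera with estimated correlation (p = 0.187) gave a call. *Per1* belongs to this list and to the Dbp arm, so the lists are not independent. The median deviation of the list from the mean of all libraries was 0.58 and 0.44 in *Ptpn6* +/mev replicates 1 and 3 but -0.22 in *Ptpn6* +/mev replicate 2, which lay among the wild-type libraries. The rise may thus come from some animals, for instance through stress at the time of collection, and it was not seen in all 3.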

How the results depend on the processing

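Directions were stable: no single gene reversed in any alternative in which it was run, and the 4 main lists kept their direction in every fit. Of the 38 single genes, 33 were run in all 17 alternatives. *E130208F15Rik*, *Kif18b*, *Mmp10* and *Serpinb9b* did not pass the minimum of 10 counts, and *Fabp1* was compared only between the quasi-likelihood test and the exact test, both without a filter. Whether a gene passes an FDR of 0.05 was not stable. Among the single genes, 466 comparisons kept their side of the threshold, 116 passed only under the alternative, and 44 passed only under edgeR's quasi-likelihood test with all libraries.

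Among the alternatives set before the data were examined, the test changed the number of DEGs most. Against 18 DEGs, DESeq2's Wald test gave 387 and edgeR's exact test 390; at more than 2-fold, against 14, they gave 138 and 162; at more than 4-fold, against 6, 19 and 23; and at an FDR under 0.0001, against 0, 7 and 10. Both tests called *Ppara*, with log2 fold changes of -0.81, where the quasi-likelihood test did not. Of the 8 genes of Supplementary Table 5, DESeq2 called 3 and the exact test 6, against 0. The number of KEGG pathways past the threshold, 0 for the quasi-likelihood test's genes, was 5 for DESeq2's genes and 9 for those of the exact test, an alternative chosen after the data were seen. All 18 DEGs were among the calls of both tests. In data simulated with the dispersions of the 6 libraries the exact test and DESeq2 made more false calls than the quasi-likelihood test, 14.2% and 11.8% of calls against 5.41%. With a common dispersion of 0.05 the exact test did not, at 4.79% against 4.82%, while DESeq2 had 10.8%. Limma-voom with sample quality weights, chosen after the data were seen, had 5.41% and 6.06% in the 2 simulations. No simulation held a library that stands apart. They therefore do not test the 492 DEGs that limma-voom gave in the real data, or whether the added calls of the exact test and DESeq2 there were false. The cause of the gap in the real data was not tested beyond the simulations and the libraries left out below.

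Without the filter on low counts the quasi-likelihood test gave 52 DEGs, 37 at more than 2-fold and 1 at the strict threshold. All 18 genes were among the 52; the cause was not tested. At more than 4-fold, limma on log2 FPKM gave 1 gene with a pseudocount of 1 and 3 with 0.1. A pseudocount can shrink the fold changes of genes with low FPKM. The abundant *Pck1* also moved, from -1.88 to -1.64 with either pseudocount. Other features of that fit may thus contribute and were not separated. The other normalizations and the minimum of 10 counts left each number of DEGs within 1.5 times.

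Among the alternatives chosen after the data were seen, the exact test without a filter gave 371 DEGs, 168 at more than 2-fold, 33 at more than 4-fold and 10 at the strict threshold. It called *Ppara* (log2 fold change -0.81) and 6 genes of Supplementary Table 5. Limma-voom with sample quality weights, which gave wild-type replicate 2 a weight of 0.236 and the others 0.919 to 2.28, gave 492 DEGs, 129 at more than 2-fold, 17 at more than 4-fold and 0 at the strict threshold, with 2712 genes at an unadjusted p under 0.05. It called *Ppara* (log2 fold change -0.68) and 3 genes of Supplementary Table 5.

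Across the 6 fits that each left out 1 library, DEGs ranged from 1 to 231, those at more than 2-fold from 1 to 72, those at more than 4-fold from 1 to 14 and those at the strict threshold from 0 to 1. The lowest number of DEGs was without *Ptpn6* +/mev replicate 3 and the highest without wild-type replicate 2. Fewer libraries lower the power, yet leaving out wild-type replicate 2 raised the numbers. Leaving out wild-type replicate 3 also raised them, to 65 DEGs, 49 at more than 2-fold and 13 at more than 4-fold, but not at the strict threshold. The median log2 fold change ranged from -2.15 to -1.23 for the paper's 9 genes, from -0.52 to -0.17 for the PPARα targets and fatty acid oxidation genes outside them, from 1.24 to 1.62 for the 5 spindle genes and from 0.46 to 0.64 for the other cell cycle genes. In both PPARα lists the smallest change was without wild-type replicate 2. The log2 fold change of *Ppara* ranged from -0.91 to -0.64 and passed the threshold only in the fit without wild-type replicate 2, with an adjusted p of 0.0458. That of *Ptpn6* ranged from -0.33 to -0.05. Between 0 and 2 genes of Supplementary Table 5 were called. The share of the squared distance between groups ranged from 30.1% to 41.9%. The real grouping had the largest share of the 10 splits with any 1 wild-type library left out, but with any 1 *Ptpn6* +/mev library left out at least 1 other split exceeded it.

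With the replicate number as a replicate block, the numbers of DEGs were 1, 1 at more than 2-fold and 1 at more than 4-fold. The replicate numbers do not pair the mice: within pairs of the same number the deviations from the group means correlated at -0.14, -0.18 and -0.13 across genes. The block only removes degrees of freedom.

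Depth limits genes near 0 counts. The 15 genes of Supplementary Table 3 below the filter have no adjusted p except in the fits without a filter.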

Differences from the paper's values

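In edgeR's quasi-likelihood test 18 genes had an FDR under 0.05, against the paper's 336, with 9 up against the paper's 169 and 9 down against the paper's 167. Of the alternatives set before the data were examined, DESeq2's Wald test (387 DEGs, 142 up and 245 down) and edgeR's exact test (390, 158 up and 232 down) came within 1.5 times of all 3 of the paper's numbers. Leaving out wild-type replicate 2 did so for the total, 231, and for the 132 down. None of the other alternatives set before the data were examined closed the gap. Chosen after the data were seen, the exact test without a filter gave 371, with 149 up and 222 down, and limma-voom with sample quality weights, also chosen then, gave 492, with 202 up and 290 down, the latter more than 1.5 times the paper's 167.

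At more than 2-fold there were 14 genes against the paper's 161, 7 up against the paper's 99 and 7 down against the paper's 62. DESeq2 (138, with 68 up and 70 down) and the exact test (162, with 85 up and 77 down) came within 1.5 times of each, and no other alternative set before the data were examined did. The exact test without a filter, chosen after the data were seen, gave 168, with 88 up and 80 down, and limma-voom with sample quality weights, also chosen then, gave 129, with 70 up and 59 down. At more than 4-fold there were 6 genes against the paper's 42. None of the alternatives set before the data were examined closed this gap, the nearest being the exact test with 23, while the exact test without a filter, chosen after the data were seen, gave 33. At an FDR under 0.0001 and more than 4-fold there were 0 genes against the paper's 14, with 1596 genes at an unadjusted p under 0.05. The exact test gave 10, within 1.5 times, and no other alternative set before the data were examined did; without a filter, a choice made after the data were seen, the exact test also gave 10, and limma-voom with sample quality weights, also chosen then, gave 0.

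For *Ppara* the FDR was 0.104 against the paper's 0.003. No alternative came within 1.5 times of the paper's value, but the exact test (0.00155), DESeq2 (0.00187) and the fit without wild-type replicate 2 (0.0458) called the gene. So did the exact test without a filter (0.00176) and limma-voom with sample quality weights (0.0203), both chosen after the data were seen. None of the 8 genes of Supplementary Table 5 passed an FDR of 0.05, against the paper's 8. The exact test called 6, DESeq2 called 3, and the fits without wild-type replicate 2 and without wild-type replicate 3 called 2 each. The exact test without a filter called 6 and limma-voom with sample quality weights called 3, both chosen after the data were seen.

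Counting Gene Ontology terms of the deposited table over the 161 genes gave 90 genes for binding against the paper's 33, 117 for cellular process against the paper's 66, 90 for metabolic process against the paper's 44 and 122 for organelle against the paper's 45. No alternative changes these counts, and the paper's come from PANTHER.

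The paper relates most of the genes of Supplementary Table 5 to lipid metabolism, while the KEGG class of lipid metabolism held 4 of the 8. The paper counts *Azgp1*, *Cyp2d12* and *Slc38a3* among genes highly overexpressed in *Ptpn6* +/mev mice. They were lower here, with log2 fold changes of -2.35, -2.23 and -2.10. The paper finds the PPARα signaling pathway and retinol metabolism enriched among lower genes. The genes of the quasi-likelihood test gave no pathway, while those of DESeq2 and of the exact test gave both, the latter chosen after the data were seen. The paper names mitotic cell cycle and cell division as KEGG pathways of the higher genes. In the deposited table these are process terms, and the KEGG pathway cell cycle had an adjusted p of 0.25 for the paper's higher genes and 0.0296 for those of the exact test.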

Other observations

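The tests of why wild-type replicate 2 stands apart, of the positions on chromosome 19, of paralogs, of length and GC content and of the library splits for the 9 genes were chosen only after the results were seen.

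The paper's 9 PPARα pathway genes fell by far more than the proximal tubule and liver lists. The paper took them from genes with a fall of more than 2-fold on these libraries, so a gap to unselected lists was set in advance. Removing the trend with gene length and GC content left the median log2 fold change at -1.79. A lower share of proximal tubule RNA would lower the proximal tubule list too. Its median was -0.44, with 15 of 20 genes lower (adjusted p = 0.00149 from limma's camera over the 14 lists). Limma's fry gave p = 0.034 and camera with estimated correlation p = 0.0578, both without adjustment. Because the 9 genes were picked for their fall, the smaller fall of this list cannot exclude a part played by such a loss. Liver RNA in wild-type libraries would bring its most abundant transcripts, yet *Alb* had a mean FPKM of 5.11 in wild-type mice, far below *Pck1* at 895. The liver list did fall, with a median log2 fold change of -0.54 (adjusted p = 0.00195 from limma's camera over the 14 lists). Of its 13 genes 9 passed the count filter, led in abundance by *Fgg*, at a mean FPKM of 218 in *Ptpn6* +/mev mice and 384 in wild-type mice. Without wild-type replicate 2 the median of the 9 genes was -1.23. The shrinkage was just short of the limit set beforehand for ascribing the fall to a single library, and 5 of the 8 tested genes then passed an FDR of 0.05. Of the 10 splits of the libraries 1, the real one, gave as large a median, and the next gave 1.53. The paper chose these genes on the same libraries, so this rank is not independent evidence. A lower activity of PPARα in *Ptpn6* +/mev kidneys may explain the fall, as the paper proposes, but the accidental grouping of 3 mice against 3 cannot be told apart from it by the splits. The worse injury that the paper reports in these mice could also lower these genes and was not separated from the genotype here.

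Wild-type replicate 2 stood apart from the other 5 libraries. Without it, 231 genes were DEGs in place of 18, while no other library left out gave more than 65, so its spread within the wild-type group may hold back calls. Its lists of endothelium, fibroblasts, macrophages and neutrophils lay lower than in the other 5 libraries, by a median of -1.11 on the log2 scale over 39 genes, and 33 of the 39 were lowest in it, against 30.2% of all tested genes. The proximal tubule and distal nephron lists lay higher, by 0.33 and 0.53. Gene length and GC content do not account for this, since the median over the 39 genes was -1.14 after their trend was removed. Low depth is excluded, as its total count was 10979726, within the range of the others. A swapped label is argued against by the genes over 2-fold in the fit without it: at 63 of the 72 it lay nearer to the other wild-type libraries. A smaller share of vascular and immune cells in the piece of kidney taken is a candidate explanation. No record of dissection was used here.

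Among the other lists, the median log2 fold change was 0.17 for markers of tubular injury, and 15 of the 19 were higher. Limma's camera gave this list an adjusted p of 0.048 over the 14 lists. The call did not hold under fry (p = 0.0871) or with estimated correlation (p = 0.137). *Havcr1* and *Lcn2*, the most abundant of them, had log2 fold changes of 0.27 and -0.08. The paper reports worse histology and serum values in *Ptpn6* +/mev mice, which these libraries do not measure. The medians were -0.13 for the distal nephron, 0.16 for endothelium, -0.03 for neutrophils, -0.05 for fibroblasts, 0.19 for podocytes, 0.19 for blood, -0.05 for Y-linked genes and 0.12 for the positive arm of the clock. The adjusted camera p of each of these was at least 0.128. Several depended on wild-type replicate 2. Without it the medians were -0.47 for fibroblasts, 0.23 for the distal nephron, 0.47 for the positive arm of the clock and 0.28 for tubular injury, with a camera p adjusted over the 14 lists of 0.00968 for fibroblasts and 0.0237 for each of the others. For endothelium the median changed sign, to -0.13 (adjusted p = 0.0757). The ITIM list of the paper had a median of -1.22, with 5 of 8 lower.

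On chromosome 19, 4 of the 18 DEGs, *2010003K11Rik*, *Pcx*, *Slc22a8* and *Tkfc*, lay between 4496788 and 10605654, within 6.11 Mb, and all 4 were lower in *Ptpn6* +/mev mice. In 10000 random draws of 18 tested genes, as many fell within such a span anywhere with p = 0.0014 (permutation test), but the pattern was noticed in the same data. A region that differs between the groups would change other genes there too. Of the other 152 tested genes in the interval, 11.2% had an unadjusted p under 0.05, against 12.2% of all tested genes (Fisher's exact test, p = 0.803). A shared control of these 4 genes is a hypothesis that was not tested.

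*Amd2* had the largest fold change past the threshold. Reads shared with *Amd1* may play a part: *Amd2* gained 22.7 CPM (counts scaled to the size of the library) and *Amd1* changed by -4.09 CPM, with a log2 fold change of -0.15 that is within the spread between mice. The change of *Amd1* was -18.0% of the gain of *Amd2*, which argues against a shift of reads between these 2 genes as the whole source of the rise. Whether such a shift made up a smaller part stays open, and a strain difference at the locus was not tested. *Dynlt1b* was also higher, by 1.10 on the log2 scale. A shift of reads from *Dynlt1a*, *Dynlt1c* and *Dynlt1f* would lower those, but together they gained 9.43 CPM. The 12 nearest tested genes had a median log2 fold change of -0.006.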
